# Genetic and Transcription Profile Analysis of Tissue-Specific Anthocyanin Pigmentation in Carrot Root Phloem

**DOI:** 10.3390/genes12101464

**Published:** 2021-09-22

**Authors:** Florencia Bannoud, Sofia Carvajal, Shelby Ellison, Douglas Senalik, Sebastian Gomez Talquenca, Massimo Iorizzo, Philipp W. Simon, Pablo F. Cavagnaro

**Keywords:** *Daucus carota*, anthocyanin, phloem pigmentation, genetic mapping, RNA-Seq, candidate genes, RT-qPCR

## Abstract

In purple carrots, anthocyanin pigmentation can be expressed in the entire root, or it can display tissue specific-patterns. Within the phloem, purple pigmentation can be found in the outer phloem (OP) (also called the cortex) and inner phloem (IP), or it can be confined exclusively to the OP. In this work, the genetic control underlying tissue-specific anthocyanin pigmentation in the carrot root OP and IP tissues was investigated by means of linkage mapping and transcriptome (RNA-seq) and phylogenetic analyses; followed by gene expression (RT-qPCR) evaluations in two genetic backgrounds, an F_2_ population (3242) and the inbred B7262. Genetic mapping of ‘root outer phloem anthocyanin pigmentation’ (*ROPAP*) and inner phloem pigmentation (*RIPAP*) revealed colocalization of *ROPAP* with the *P*_1_ and *P*_3_ genomic regions previously known to condition pigmentation in different genetic stocks, whereas *RIPAP* co-localized with *P*_3_ only. Transcriptome analysis of purple OP (POP) vs. non-purple IP (NPIP) tissues, along with linkage and phylogenetic data, allowed an initial identification of 28 candidate genes, 19 of which were further evaluated by RT-qPCR in independent root samples of 3242 and B7262, revealing 15 genes consistently upregulated in the POP in both genetic backgrounds, and two genes upregulated in the POP in specific backgrounds. These include seven transcription factors, seven anthocyanin structural genes, and two genes involved in cellular transport. Altogether, our results point at *DcMYB7*, *DcMYB113*, and a MADS-box (DCAR_010757) as the main candidate genes conditioning *ROPAP* in 3242, whereas *DcMYB7* and MADS-box condition *RIPAP* in this background. In 7262, *DcMYB113* conditions *ROPAP*.

## 1. Introduction

Anthocyanins are flavonoid water-soluble secondary metabolites that serve various roles in plants. They give color to different organs of many vegetables and fruits species and are involved in the attraction of animals and insects for seed dispersal and pollination. These pigments also confer protection against ultraviolet and high-intensity light and can ameliorate abiotic and biotic stresses, including drought, wounding, cold temperatures, and phytopathogen attacks [1,2]. In addition, anthocyanins are beneficial to human health, and the consumption of anthocyanin-rich fruits and vegetables is associated with various health benefits, including a lower incidence of cardiovascular disease, diabetes, arthritis, and some types of cancers, as well as aiding in the prevention of cognitive decline and neurological disorders (reviewed by [3]). Their potent antioxidant and anti-inflammatory properties are believed to play a major role in these health-promoting effects. In addition to their consumption through fresh fruits and vegetables, anthocyanins are used as natural colorants in the food industry, as an alternative to some synthetic food dyes that may pose potential health risks, thereby providing color and increased nutritional value to foods and beverages (reviewed by [4]).

The anthocyanin biosynthetic pathway in plants involves structural genes, encoding the enzymes that participate in the formation of these pigments, and regulatory genes, which control the transcription of the former [5]. In carrot, two simply-inherited loci conditioning root anthocyanin pigmentation, *P*_1_ and *P*_3_, have been described and mapped. *P*_1_ conditions root pigmentation in the genetic background of B7262, a purple-rooted carrot of eastern Turkish origin [6,7,8], whereas *P*_3_ conditions pigmentation in the root and petioles, in the genetic backgrounds of P9547 and PI 652188, two carrot lines from central Turkey and China, respectively [9]. By means of comparative mapping, it was revealed that *P*_1_ and *P*_3_ correspond to different loci located in chromosome 3 and distanced at ~ 30 cM [9]. In recent years, anthocyanin regulatory genes have been identified in these two regions, and some candidate genes were functionally characterized [10]. By means of fine mapping, structural analysis of the carrot genome sequence, and gene expression evaluations in purple vs. non-purple tissues, Iorizzo et al. [11] identified a cluster of six MYB transcription factors in the *P*_3_ region (denominated *DcMYB6* to *DcMYB11*), indicating *DcMYB7* as a key gene controlling anthocyanin pigmentation in the root and petioles, and *DcMYB11* being involved in petiole pigmentation. Later, Bannoud et al. [12], using a similar genetic background as Iorizzo et al. [11], found that *DcMYB7* was not only differentially expressed between purple and non-purple roots, but its expression level was positively correlated with anthocyanin concentration in purple roots with varying pigment intensities, suggesting that this MYB regulates both the presence/absence and the concentration of anthocyanins in the carrot root. Finally, *DcMYB7* and *DcMYB6* were functionally characterized by Xu et al. [13] using a transgenic approach, finding that overexpression of *DcMYB7*, but not *DcMYB6*, induced anthocyanin accumulation in an orange-rooted carrot, whereas *DcMYB7*-knockout lines of the solid purple-rooted cultivar ‘Deep Purple’ exhibited yellow roots. Thus, their study confirmed the role of *DcMYB7* as a key gene controlling root anthocyanin pigmentation. In the *P*_1_ region, another MYB gene, namely *DcMYB113,* was recently described as a key regulatory gene controlling root anthocyanin pigmentation in the carrot cultivar ‘Purple Haze’ [14].

Studies of global transcriptome analysis comparing purple vs. non-purple carrot roots have identified several differentially expressed regulatory genes from the MYB, bHLH, and WD families located throughout the entire carrot genome, and with expression levels correlated with anthocyanin concentration, suggesting that other transcription factors unrelated to the *P*_1_ and *P*_3_ regions may influence anthocyanin pigmentation in the carrot root [15,16]. An anthocyanin vacuolar transporter (*DcGST1*) was also upregulated in solid purple roots compared to orange roots, suggesting a role for this gene in the vacuolar accumulation of these pigments [16].

After their synthesis, anthocyanins may undergo chemical modifications, including glycosylation and acylation, which confer stability to these pigments. In addition to the *P*_1_ and *P*_3_ regions, which harbor MYB genes conditioning anthocyanin biosynthesis, a simply inherited locus conditioning the percentage of root anthocyanin acylation (*Raa1*) was first described and mapped by Cavagnaro et al. [9]. Recently, this genomic region was characterized in detail by Curaba et al. [17] by means of fine mapping, structural analysis of the *Raa1* locus, and gene expression analysis; identifying an acyltransferase gene, *DcSCPL1* (also called *DcSAT1* by [13]), as the main candidate for *Raa1* and the primary regulator of anthocyanin acylation in the carrot root. Additionally, two glycosyltransferase genes (*DcUCGalT1* and *DcUCGXT1*) with expression levels positively correlated with anthocyanin biosynthesis in the carrot root, and unrelated to the *P*_1_ and *P*_3_ regions, have been described by Xu et al. [13,18].

Nearly all of the previous studies concerning anthocyanin pigmentation in the carrot root have compared purple vs. non-purple roots, regardless of the intra-root tissue-specific pigmentation patterns of the carrot lines used, and this has led to the identification of genes conditioning the presence or absence of pigmentation, as well as genes for anthocyanin acylation and glycosylation, in this organ (reviewed by [10]). Although this recently-emerged body of knowledge has undoubtedly advanced our understanding of the genetics underlying carrot anthocyanins, the genetic regulation of these pigments at a tissue-specific and genotype-specific level is still poorly understood. Very few genetic factors conditioning the quantitative accumulation of anthocyanins (i.e., not just their presence/absence) have also been reported to date.

In a recent study, Bannoud et al. [12] investigated the genetic control of tissue-specific anthocyanin pigmentation in the root phloem and xylem, finding that both genomic regions *P*_1_ and *P*_3_ condition pigmentation in the phloem, whereas only *P*_3_ conditions pigmentation in the xylem. Additionally, candidate genes in each of these regions were identified for phloem pigmentation, with *DcMYB7* (in the *P*_3_ region) conditioning both presence/absence and concentration of anthocyanins and two cytochrome CYP450 genes with putative flavone synthase activity (in the *P*_1_ region) negatively influencing pigment concentration. Although this study identified genes affecting pigmentation in the root phloem as a whole (i.e., any degree of purple color observed in this tissue was considered positive for phloem anthocyanins, regardless of the varying anthocyanin-pigmentation patterns observed within this tissue in their mapping population), no distinction or comparison was made between purple and non-purple tissues within the phloem. Thus, the factors conditioning intra-phloem pigmentation patterns, particularly with regards to pigmentation in the outer phloem (also called the cortex) and inner phloem, remain unknown. 

The purple carrot germplasm exhibits ample genetic diversity for anthocyanin pigmentation (reviewed by [19]). In the root, anthocyanin can be present in the epidermis, phloem, and xylem, exhibiting various patterns of pigmentation within each of these tissues, from fully pigmented to not pigmented at all (Supplemental Figure S1). In the phloem, the main tissue influencing total pigment levels in the carrot root, anthocyanin pigmentation varies among genotypes in both pigment concentration and distribution across the phloem tissues, ranging from a few pigmented cells in the outer phloem to a solid-black appearance across the entire phloem. It must be noted that only a very small proportion of the purple carrot germplasm has solid black roots with the presence of anthocyanins throughout the entire phloem and xylem tissues. Thus, from a breeding perspective aiming at increasing total pigment content in carrot roots (e.g., for the production of natural food dyes), it is important to understand the genetic basis of such tissue-specific phenotypic variation. 

In the present study, we investigated the genetic factors conditioning differences in anthocyanin pigmentation patterns within the root phloem of purple carrots. To this end, we performed linkage mapping of purple pigmentation in the outer phloem (OP) and inner phloem (IP), independently, using an F_2_ mapping population segregating for both traits, followed by comparative transcriptome (RNA-Seq) analysis of ‘purple outer phloem’ (POP) vs. ‘non-purple inner phloem’ (NPIP) tissues to identify candidate genes. Finally, transcript levels of 19 candidate genes were analyzed by RT-qPCR in POP and NPIP tissues of two contrasting genetic backgrounds, as well as in OP and IP tissues of solid-purple roots from commercial cultivars. 

## 2. Materials and Methods

### 2.1. Plant Materials

An F_2_ population, denominated ‘3242-F_2_′ (*n* = 254) segregating for presence/absence of purple color in the outer phloem (OP) (also called “cortex”) and inner phloem (IP) tissues of the root, described previously by Bannoud et al. [12], was used for the genetic mapping of anthocyanin pigmentation in OP and IP. This population was obtained from an initial cross between the orange-rooted carrot line ‘Flavor Select’ and a purple-rooted carrot derived from the cross ‘(B2566B × Turkish) × B9304′. The ultimate purple root source in this cross, referred to as ‘Turkish’, exhibits purple OP, IP, and xylem and is a sibling of inbred P9547 (from Central Anatolia, Turkey), the genetic background in which *P*_3_ was first described [9]. B2566 and B9304 are orange-rooted inbreds from diverse European sources.

Carrot roots with different purple pigmentation phenotypes in their OP and IP tissues were selected from two F_2_ sibling populations and an F_3_ derivative population of 3242-F_2_, and used for transcriptomic and RT-qPCR analyses, respectively. Additionally, roots from B7262, a Turkish carrot line with purple OP and non-purple (orange) IP, and genetically unrelated to 3242-F_2_, were also used in RT-qPCR for quantification of transcript levels. 

Finally, two purple carrots with intense anthocyanin pigmentation in both phloem tissues (OP and IP), namely the inbred line P9547 and ‘Pusa asita’, a commercial open-pollinated cultivar from India, were used for validating the expression of candidate genes conditioning pigmentation in these tissues. 

### 2.2. Genetic Mapping of Anthocyanin Pigmentation in the Root Outer and Inner Phloem

Anthocyanin pigmentation in the OP and IP, scored as presence or absence of purple color in these tissues, was mapped as binary traits in the 3242-F_2_ population using the R package R/qtl with the Haley–Knott regression method [20]. These traits were denominated ‘root outer phloem anthocyanin pigmentation’ (*ROPAP*) and ‘root inner phloem anthocyanin pigmentation’ (*RIPAP*). The genetic map was constructed with GBS data from 181 F_2_ individuals, using methods and parameters previously described by Bannoud et al. [12]. Briefly, from a total of 28,473 GBS markers initially detected, after filtering out those with ≥20% of missing data and eliminating redundant markers (i.e., only one marker per recombination event was retained) and markers that deviated significantly from the expected 1:2:1 codominant segregation ratio, 989 non-redundant SNP markers were used to construct nine carrot linkage groups, at LOD > 10, using the software Joinmap 4.0 [21]. Genetic distances among loci were calculated according to Haldane’s function. The carrot genome assembly v2.0 (GenBank accession LNRQ01000000; [22]) was used as a reference to identify marker locations and anchor the linkage groups to the carrot chromosomes.

### 2.3. RNA Sequencing and Transcriptome Analysis

For transcriptomic analyses and identification of differentially expressed genes in purple OP vs. non-purple IP comparisons, three sets of 14-week old carrot roots derived from two sibling families of the 3242-F_2_ population were used. Each sample set was composed of three roots (i.e., three biological replicates) with similar color phenotype, with different sample sets varying in their anthocyanin concentration in the OP tissues. The phenotypes of the three sample sets were labeled: (1) dark purple sample set 1(dP1), with high anthocyanin concentration in the OP (2.45 ± 0.79 mg/g fresh weight) and non-purple IP and xylem; (2) dark purple sample set 2 (dP2), with high anthocyanin concentration in the OP (3.03 ± 0.7 mg/g fw), non-purple IP, and purple xylem; and (3) pale purple (pP), with low anthocyanin content in the OP (0.14 ± 0.1 mg/g fw) and non-purple IP and xylem. Supplementary Figure S2 shows root phenotypes of the three sample sets. Carrot plants of dP1 and pP were grown at the University of California Desert Research and Extension Center, El Centro, California, USA, in 2016, whereas dP2 plants were grown at the University of Wisconsin–Madison Hancock Agricultural Research Station, Wisconsin, USA, in 2016. Samples for RNA-seq were collected from taproot discs from the central portion of the root. Purple OP and non-purple IP tissues were individually dissected from each carrot root and immediately frozen in liquid nitrogen for RNA extraction. Samples names and phenotypes are described in Supplementary Table S1.

Total RNA was extracted from the purple OP and non-purple IP of each carrot root of the dP1, dP2, and pP sets using the TRIzol^®^ Plus RNA Purification Kit (Life Technologies, Carlsbad, CA, USA) following the manufacturer’s protocol. DNA was removed with the ‘DNA free-kit’ provided with the RNA purification kit. RNA quantification was done in a Nanodrop One Spectrophotometer (ThermoFisher Scientific, Waltham, MA, USA), and quality control was done in an Agilent 2100 Bioanalyzer RNA NanoChip. RNA samples were sent to the University of Wisconsin Biotechnology Center for preparation of the libraries and RNA sequencing. For each tissue sample, single-end libraries were prepared and sequenced on an Illumina HiSeq 2000 system using 1 × 100 nt reads. After quality control with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed date: 23 September 2019), reads were filtered with Trimmomatic version 0.32 [23] with adapter trimming and using a sliding window length ≥ 50 and Phred quality score ≥ 28. Reads for each gene available from the V1.0 gene annotation of the carrot genome [22] were mapped and quantified with RSEM [24], using Bowtie2 as an aligner [25]. Pairwise transcriptome comparisons between purple OP and non-purple IP from the same root were performed. Differentially expressed genes (DEGs) were identified in all the pairwise comparisons with the R package edgeR (version 3.20.9) [26] using R version 3.4.1. Filtering parameters were set to only retain transcripts with at least one count per million reads in half of the samples in each pairwise comparison (i.e., in three samples), and the normalization factor was calculated for each sample with the trimmed mean of M-values (TMM) proposed by Robinson and Oshlack [27]. Statistical analyses were done fitting a gene-wise negative binomial generalized linear model (fitGLM) [28]. A false discovery rate (FDR) < 0.05 was set as a threshold for DEGs. Comparisons between samples and normalization factors are presented in Supplementary Table S2.

### 2.4. Search of Candidate Genes Conditioning Anthocyanin Pigmentation in the Root OP and IP 

In order to find candidate genes controlling anthocyanin pigmentation in the root OP and IP, the following criteria were considered: (1) consistent differential expression across all the transcriptome comparisons of ‘purple OP’ vs. ‘non-purple IP’; (2) localization of DEGs in the same map region where the OP and IP pigmentation traits (i.e., *ROPAP* and *RIPAP*, respectively) were mapped; (3) functional relationship of the DEGs with the biosynthetic pathway, modification, and/or transport of anthocyanins; and (4) validation of the DEGs that met the first three criteria, by Reverse Transcription quantitative PCR (RT-qPCR) analysis in additional root samples and genotypes (see below methods for RT-qPCR analysis). The DEGs fulfilling all four criteria were considered major candidates conditioning anthocyanin pigmentation in the root OP and IP tissues. 

Additionally, searches for other candidate genes influencing anthocyanin pigmentation in the root OP and IP and located elsewhere in the genome (i.e., not colocalized in the linkage map with the phenotypic traits *ROPAP* and *RIPAP*) were performed. These included DEGs that fulfilled criteria 1, 3, and 4 (i.e., consistent differential expression in the transcriptome analysis, functionally related to anthocyanin metabolism, and validation by RT-qPCR), as well as genes previously reported to condition anthocyanin pigmentation in other carrot genetic backgrounds. 

### 2.5. Phylogenetic Analysis

Based on results from the transcriptome comparisons, additional analysis was performed on the DEGs belonging to transcription factor (TF) families known to be involved in anthocyanin biosynthesis, regardless of their position in the genome. Thus, carrot sequences from consistently-DEGs belonging to six TF families (MYB, bHLH, Ethylene Response Factor (ERF), NAC, and WRKY) were used in phylogenetic analyses along with gene sequences of these TFs from other plant species to infer the putative role of these DEGs in carrot anthocyanin pigmentation. Phylogenetic trees were constructed with the Neighbor-joining method, Poisson model, and 1000 bootstrap replicates as parameters in MEGA X. Carrot TFs that clustered together with anthocyanin-related genes from other plant species were considered candidate genes. For this, functional subgroups within each of these TF families were considered, as reported previously for bHLH (Pires and Dolan [29], Feller et al. [30]), AP2/ERF (Nakano et al. [31]), and WRKY (Amato et al. [32]).

### 2.6. Real-Time Quantitative Reverse Transcriptase PCR

Transcript levels of 19 candidate genes were quantified by RT-qPCR analysis in the root purple OP and non-purple IP tissues in two unrelated carrot genetic backgrounds with similar color phenotypes in their OP and IP tissues. To this end, an F_3_ derivative population of 3242-F_2_, and the inbred line B7262 with purple OP and non-purple (orange) IP and xylem, were grown at the experimental field of the Horticulture Institute at the National University of Cuyo, Mendoza, Argentina, in 2019. B7262 is the purple-root progenitor of the segregating populations used for the first description [6] and mapping of *P*_1_ [7,8]. The OP and IP tissues were individually dissected from root mid-sections of 12-week old plants, immediately frozen in liquid nitrogen and stored at −80 °C, and later used for RNA isolation and anthocyanin quantitation. Three roots of each genetic background were sampled. Total RNA was extracted from 100 mg fresh weight following the protocol of [33], and the extracted RNA was purified using the SV Total RNA Isolation System Kit (Promega, Madison, WI, USA) according to the manufacturer’s instructions. Total RNA was quantified using an ‘AmpliQuant AQ-07 Nucleic Acid Photometer’ spectrophotometer, and its integrity was checked visually by 1% agarose gel electrophoresis. cDNA was synthesized from 1 µg of RNA by Invitrogen™ SuperScript™ III First-Strand Synthesis System (Thermo Fisher Scientific, MA, USA) and diluted 25-fold for RT-qPCR analysis. RT-qPCR reactions were carried out using the SYBR™ Green PCR Master Mix (Thermofisher Scientific) in a StepOne™ Real-Time PCR system (Applied Biosystems, Foster City, CA, USA) using the following amplification conditions: the first step of enzymatic activation at 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s (denaturation) and 60 °C for 1 min (annealing and elongation). Analysis of melting curves was performed to verify the amplification specificity. To this end, the dissociation curve protocol started immediately after amplification and consisted of 1 min at 60 °C followed by steps of 80–10 s with temperature increments of 0.3 °C at each step, until reaching 95 °C. Reactions were run in triplicates. Relative quantification of gene expression was performed according to Pfaffl [34] with the modification proposed by Ruijter et al. [35], which takes into account the amplification reaction efficiencies (qPCR efficiencies were calculated from raw data with the software LingReg PCR [36]) using the ‘Differential Gene Expression Analysis’ package from fgStatistics Software [37]. The actin gene was used as an internal control to normalize the variability in expression levels [38]. By this means, we obtained the fold changes in gene expression relative to the internal control gene (actin), and the data were expressed as the ratio ∆Cq-target gene/∆Cq-actin. For most genes, primers for RT-qPCR were designed with Primer3 (v. 4.0.0) software [39] following general considerations for qPCR primer design [40], based on carrot mRNA sequences for each gene aligned with the respective genomic sequences (to avoid intron/exon splice junctions), available in our laboratory. Primers for *DcMYB6* were as previously designed by Iorizzo et al. [11], and primers for *DcbHLH3*, *DcSCPL1*, and *DcUCGXT1* were as reported by Xu et al. [13]. Information on the primers used for RT-qPCR analysis is presented in Supplementary Table S3. Anthocyanin levels in the OP of the 3242 and B7262 root samples used for qPCR analyses were 1.22 ± 0.29 and 1.02 ± 0.09 mg/g fw, respectively, whereas their IP tissues had negligible amounts of pigments (<0.002 mg/g fw).

### 2.7. Anthocyanin Quantification

Carrot root samples used for RNA-seq and qPCR were analyzed for anthocyanin concentration. Anthocyanins were extracted from pigmented OP and IP and non-pigmented IP tissues and quantified by HPLC analysis as described previously [9]. A commercial standard of cyanidin (Sigma-Aldrich, Atlanta, GA, USA) was used for quantitation purposes. Anthocyanin content was expressed as mg of cyanidin equivalents per gram of fresh weight (mg/g fw). 

## 3. Results

### 3.1. Genetic Mapping of Phenotypic Pigment Traits

Anthocyanin pigmentation in the OP and IP, phenotyped as presence or absence of purple color in each tissue (binary traits), was genetically mapped in the 3242-F_2_ population. These phenotypic traits were called *ROPAP* (for ‘root outer phloem anthocyanin pigmentation’) and *RIPAP* (for ‘root inner phloem anthocyanin pigmentation’), respectively. Loci for both traits colocalized with the previously described *P*_1_ and *P*_3_ regions in chromosome 3, conditioning anthocyanin pigmentation in different carrot genetic backgrounds (Figure 1 and Table 1). Two significant loci for *ROPAP* co-localized with the *P*_1_ and *P*_3_ regions, whereas a single locus conditioning *RIPAP* co-localized with *P*_3_. These results suggest that in 3242-F_2_ both regions, *P*_1_ and *P*_3_, control anthocyanin pigmentation in the outer phloem, whereas pigmentation in the inner phloem is conditioned by both a single and broader genomic region that includes *P*_3_.

### 3.2. Transcriptome Comparisons

#### 3.2.1. Differentially Expressed Genes in the ROPAP and RIPAP Regions

Given that *ROPAP* and *RIPAP* colocalized with *P*_1_ and *P*_3_ in Chr 3, and the maximum LOD value of the formers coincided with the center of the *P*_1_ and *P*_3_ regions, as defined by Bannoud et al. [12], we searched for candidate genes conditioning *ROPAP* in the region of *P*_1_ (delimited by genome coordinates 2.89–5.38 Mb) and *P*_3_ (26.3–29.9 Mb), whereas candidates for *RIPAP* were searched for in the genomic region (19.45–29.89 Mb) overlapping the 1.5 LOD support interval of the trait, which includes *P*_3_ (Figure 1). The resulting data from the analysis of DEGs in these three regions are presented in Supplementary Tables S4–S6 and Supplementary Figure S3.

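The RNA-seq comparisons cover 18 libraries, from the POP and the NPIP of 9 carrot roots, with 3 roots in each of the sets dP1, dP2 and pP. Both tissues were cut from each root at 14 weeks, and the 3 roots of a set were separate plants. dP1 and pP came from 1 family grown at El Centro, California, and dP2 came from a sibling family grown at Hancock, Wisconsin, so family, site and set cannot be told apart for dP2. As the paper gives it, anthocyanin content in the outer phloem was 2.45 ± 0.79 mg/g fw in dP1, 3.03 ± 0.7 mg/g fw in dP2 and 0.14 ± 0.1 mg/g fw in pP. By the paper's description, the xylem was purple in dP2 and not in dP1 or pP, so xylem colour also goes with set for dP2. The authors trimmed single-end reads of 100 nt with Trimmomatic 0.32, aligned them with Bowtie2 and estimated the reads of each gene of the V1.0 carrot annotation with RSEM. The files hold these expected counts for 32113 genes, with totals of 6918267 to 9133313 per library. Between 7.16% and 8.83% of the genes of a library had a count that was not whole, since RSEM divides a read among the genes it fits. From there, counts were rounded, genes with at least 1 CPM in at least 3 of the 6 libraries of a set were kept, and POP and NPIP were compared within each set by edgeR's quasi-likelihood test after TMM normalization. This left 17452 genes in dP1, 18725 in dP2 and 17616 in pP. The filter, the normalization and the FDR threshold of 0.05 are the ones the paper states. The paper does not name its test, and its Table S5 has a column of likelihood ratios. Of its 102, 85 and 57 listings in dP1, dP2 and pP, the quasi-likelihood test called 84, 57 and 25. The likelihood ratio test of edgeR called 97, 81 and 54, so lower counts below depend in part on the test. Log2 fold changes (log2FC) are POP over NPIP with their standard error (SE), derived from the log2FC and its F statistic. Mean expression is given as CPM normalized by TMM ± SD over 3 roots.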

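Where the 3 libraries of a tissue held no read of a gene, its fold is a lower bound against 3 reads over the group. Where they held 1 to 3 reads, the ratio of CPM is given with its exact 95% interval. Bounds and intervals cover counting error alone. Root was not a term of the fit, and the value with root as a block is given where it changes a call. In dP1 and dP2, the POP and NPIP libraries of the same number deviated together over all genes, with r from 0.305 to 0.534. In pP, POP replicate 1 deviated with NPIP replicate 3 (r = 0.605) and not with NPIP replicate 1 (r = −0.242), so blocked values in pP depend on which libraries are taken as 1 root. Values with NPIP numbers 1 and 3 of pP exchanged in the block, called the exchanged block, are given where their call in pP differs from that without a block or with root as a block. This exchange was chosen from the correlations of the same libraries, so these values are no independent evidence. FDR from DESeq2, the likelihood ratio test and 1 fit of all 18 libraries are given beside 5 candidate genes of chromosome 3 (DcMYB7, DcMYB6, the MADS-box gene, the ABC-C gene and F3H DCAR_010572) where they change a call, and not beside the other genes. Gene positions are those of the paper's tables, in the carrot genome assembly v2.0, and gene names were taken from the paper and its tables. The genes of Tables S5 to S8 were chosen by the study on these libraries, so counts over those lists are not independent evidence. Each library was also left out in turn, with genes kept at 1 CPM in at least 2 libraries, and its effect is given where it ended a call or moved a count more than 1.5-fold. A count that became another without a library includes genes newly called there. A fit without 1 library also has less power, which was not told apart from the influence of that library.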

In the *P*_1_ region, 37 DEGs were identified in POP vs. NPIP transcriptome comparisons in the dark purple ‘dP1′ subset of samples, 23 DEGs in the dark purple ‘dP2′ samples, and 19 DEGs in the pale purple ’pP’ samples (Supplementary Tables S4 and S5). Three of these DEGs were consistently upregulated across all the pairwise comparisons and included two glycerophosphodiester phosphodiesterase-like genes (DCAR_009117 and DCAR_009118) and a chloroplastic NADH pyrophosphatase (DCAR_009201) (Supplementary Table S6). None of these genes are directly related to anthocyanin metabolism. 

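Over the 3 sets, Table S5 lists 54 genes between 2.89 and 5.38 Mb of chromosome 3, the P1 region. In dP1, 14 of the 44 genes tested were higher in the POP and 15 were lower at an FDR under 0.05 from edgeR. In dP2, 17 of 50 were higher and 4 lower, and in pP, 6 of 48 were higher and 2 lower. Adjusted over the list alone, 19 were higher and 17 lower in dP1, 22 higher and 7 lower in dP2, and 14 higher and 11 lower in pP. The study drew up this list from the same libraries, so these counts are not independent evidence of a difference. Many of the calls ended when a single library was left out. The 29 calls of dP1 became 10, 16, 13 and 11 without POP replicate 1, POP replicate 3, NPIP replicate 1 and NPIP replicate 3. The 21 calls of dP2 became 13, 2 and 2 without POP replicates 1, 2 and 3, and 8 and 3 without NPIP replicates 1 and 2. In pP, the 8 calls became 5, 4 and 4 without POP replicate 1, NPIP replicate 2 and NPIP replicate 3, and edgeR made 0 calls without POP replicate 3 or NPIP replicate 1, where 29 genes had an unadjusted p under 0.05 with all 6 libraries and DESeq2 called 21.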

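The genes of the glycerophosphodiester phosphodiesterase-like proteins DCAR_009117 (chromosome 3, 4513181 to 4515836) and DCAR_009118 (4516578 to 4518462) lie side by side. In dP1, neither had a read in the NPIP. DCAR_009117 reached 10.2 ± 5.95 CPM in the POP and DCAR_009118 reached 3.38 ± 1.66 CPM, which is at least 81-fold and at least 26-fold higher (FDR = 0.00759 and 0.00750 from edgeR). In dP2, DCAR_009117 rose with a log2FC of 3.98 (SE 0.82, FDR = 0.0290 from edgeR) and DCAR_009118 with a log2FC of 3.02 (SE 0.58, FDR = 0.0231). In pP, their log2FC were 4.30 (SE 0.86, FDR = 0.0365 from edgeR) and 3.70 (SE 0.71, FDR = 0.0322). DCAR_009201, which encodes the NADH pyrophosphatase NUDT19 (5345986 to 5350047), rose in dP1 by a log2FC of 1.83 (SE 0.28, FDR = 0.00547 from edgeR) and in dP2 by 1.54 (SE 0.30, FDR = 0.0251). In pP, its log2FC of 1.69 (SE 0.46) did not pass (FDR = 0.0846 from edgeR), at 35.0 ± 8.19 CPM in the POP and 10.9 ± 6.91 CPM in the NPIP. Each of the 3 genes was higher in the POP of all 9 roots. With root as a block, DCAR_009117 and DCAR_009118 no longer passed in pP (FDR = 0.0539 and 0.0510 from edgeR) and NUDT19 did (FDR = 0.0460), and all 3 passed with the exchanged block (FDR = 0.00981, 0.00497 and 0.00897 from edgeR). DCAR_009117 did not pass in dP2 without any 1 POP library or NPIP replicate 1 or 2 (FDR = 0.0561 to 0.105 from edgeR) and in pP without POP replicate 1 or 3 or NPIP replicate 1 or 2 (FDR = 0.0695 to 0.121). DCAR_009118 did not pass in dP2 without POP replicate 2 or 3 or NPIP replicate 2 (FDR = 0.0718 to 0.0873 from edgeR) and in pP without POP replicate 1 or 3 or any 1 NPIP library (FDR = 0.0560 to 0.0982). NUDT19 did not pass in dP2 without any 1 POP library or NPIP replicate 1 or 2 (FDR = 0.0515 to 0.0930 from edgeR).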

In the *P*_3_ region, 39 DEGs from POP vs. NPIP comparisons were identified in dP1, 38 DEGs in dP2, and 20 DEGs in pP root samples. Eleven of these DEGs were consistently upregulated (8 DEGs) or downregulated (3 DEGs) in POP (relative to NPIP) across all the pairwise comparisons (Supplementary Table S6). 

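For the P3 region (chromosome 3, 26.3 to 29.9 Mb), Table S5 lists 56 genes over the 3 sets, with DcMYB6 counted here as in Table S6. In the POP of dP1, 21 of the 46 genes tested were higher and 10 were lower than in the NPIP (FDR under 0.05 from edgeR). In dP2, 19 of 55 were higher and 4 lower, and in pP, 7 of 43 were higher and 1 lower. Adjusted over the list alone, there were 25 higher and 11 lower genes in dP1, 32 and 7 in dP2, and 19 and 6 in pP. As for P1, the genes had been chosen on these libraries. In dP2, the 23 calls became 7, 10, 14 and 12 without POP replicate 2, POP replicate 3, NPIP replicate 1 and NPIP replicate 2. In pP, the 8 calls became 2, 1, 4 and 4 without POP replicate 3 and NPIP replicates 1, 2 and 3.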

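Among the 11 genes of P3 in Table S6, the plastidial pyruvate kinase DCAR_010645, the cationic peroxidase DCAR_010688 and the pathogen-related protein gene DCAR_010700 rose in the POP in all 3 sets, and the MATE gene DCAR_010718 fell in all 3 (FDR under 0.05 from edgeR). The MADS-box gene DCAR_010757, the IRX-like gene DCAR_010869 and the ribose-phosphate pyrophosphokinase gene DCAR_010690 passed in dP1 and dP2. The ABC-C transporter gene DCAR_010639 passed in dP2, the xyloglucan endotransglucosylase/hydrolase gene DCAR_010780 in dP1, and the MYB genes DcMYB7 and DcMYB6 in none of the sets. All 11 genes kept 1 direction in the 9 roots, 8 of them higher in the POP and 3 lower. The 4 genes of P3 that passed in all 3 sets became 2, 1 and 1 without POP replicates 1, 2 and 3 of dP2, 2 and 1 without its NPIP replicates 1 and 2, 2 and 2 without POP replicates 1 and 3 of pP, and 1, 2 and 2 without NPIP replicates 1, 2 and 3 of pP.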

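DCAR_010645, a plastidial pyruvate kinase of glycolysis (chromosome 3, 26620833 to 26625680), rose in the POP by a log2FC of 1.93 in dP1 (SE 0.32, FDR = 0.00762 from edgeR), 1.73 in dP2 (SE 0.38, FDR = 0.0344) and 1.89 in pP (SE 0.41, FDR = 0.0468). The cationic peroxidase DCAR_010688 (27128468 to 27129926) had no read in the NPIP of dP1 and 46.5 ± 46.5 CPM in the POP, at least 356-fold higher (FDR = 0.0181 from edgeR). Its log2FC in dP2 was 4.99 (SE 1.18, FDR = 0.0428 from edgeR), and in pP, with 1 read in the NPIP, the ratio was 196 (95% interval 34.8 to 7790, FDR = 0.0131). DCAR_010700 encodes a pathogen-related protein (27312869 to 27314685). It had 1 read in the NPIP of dP1, with a ratio of 1320 (95% interval 237 to 52300, FDR = 0.000546 from edgeR), and log2FC of 2.01 in dP2 (SE 0.27, FDR = 0.00973) and 4.38 in pP (SE 0.21, FDR = 0.00237). Its POP over NPIP difference was larger in dP1 and in pP than in dP2, by 7.94 (SE 0.60, FDR = 2.26e-05 from edgeR over the 18 libraries) and 2.37 on the log2 scale (SE 0.39, FDR = 0.0142), the first of which rests on that read. The IRX-like gene DCAR_010869 (29775396 to 29777550), of xylan deposition in secondary cell walls, had 2 reads in the NPIP of dP1, with a ratio of 80.3 (95% interval 21.9 to 668, FDR = 0.00319 from edgeR). Its log2FC was 2.94 in dP2 (SE 0.42, FDR = 0.0109) and 3.36 in pP (SE 0.94), where it did not pass (FDR = 0.0891 from edgeR, 0.0485 with the exchanged block). The pyruvate kinase gene did not pass in dP2 without POP replicate 2 or 3 or NPIP replicate 1 or 2 (FDR = 0.0952 to 0.118 from edgeR) and in pP without any 1 library (FDR = 0.0721 to 0.146). The peroxidase gene did not pass in dP1 without POP replicate 3 or NPIP replicate 3 (FDR = 0.0585 to 0.0597 from edgeR), in dP2 without any 1 POP library or NPIP replicate 1 or 2 (FDR = 0.0635 to 0.139) and in pP without NPIP replicate 1 or 2 (FDR = 0.0508 to 0.0675). DCAR_010869 did not pass in dP2 without POP replicate 2 (FDR = 0.0526 from edgeR).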

The consistently upregulated genes include a ‘vacuolar transporter belonging to the ATP-Binding Cassette family (ABC proteins) class C’ (DCAR_010639); a ‘plastidial pyruvate kinase’ (DCAR_010645); a ‘cationic peroxidase 1′ (DCAR_010688); a ‘pathogen-related protein’ (DCAR_010700); two carrot MYB transcription factors, *DcMYB7* (DCAR_010745) and *DcMYB6* (DCAR_000385); a ‘MADS-box transcription factor’ (DCAR_010757); an ‘Irregular Xylem (IRX)-like protein’ associated with xylan deposition in secondary cell walls (DCAR_010869). 

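The ribose-phosphate pyrophosphokinase gene DCAR_010690 (chromosome 3, 27167233 to 27168756), of nucleotide synthesis, fell in the POP, with a log2FC of −2.63 in dP1 (SE 0.38, FDR = 0.00493 from edgeR) and −2.28 in dP2 (SE 0.42, FDR = 0.0208). In pP, its log2FC of −1.82 (SE 0.57) did not pass (FDR = 0.120 from edgeR, 0.0238 with the exchanged block). Xyloglucan endotransglucosylase/hydrolases remodel primary cell walls. The gene of this family in P3, DCAR_010780 (28546467 to 28547659), fell from 25.3 ± 10.6 CPM in the NPIP of dP1 to 0.964 ± 0.115 CPM in the POP, a log2FC of −4.70 (SE 0.40, FDR = 0.00112 from edgeR). Its log2FC was −2.13 in dP2 (SE 0.71, FDR = 0.108 from edgeR, 0.0144 with root as a block) and −2.62 in pP (SE 0.72, FDR = 0.0867, 0.0274 with the exchanged block). Both genes were lower in the POP of all 9 roots. DCAR_010690 did not pass in dP2 without any 1 POP library or NPIP replicate 1 or 2 (FDR = 0.0502 to 0.0821 from edgeR).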

The three DEGs consistently downregulated in POP were: a ‘ribose-phosphate pyrophosphokinase’ (DCAR_010690); a member of the ‘multidrug and toxic compound extrusion (MATE)’ family of cellular and organelle transporters (DCAR_010718); and a ‘probable xyloglucan endotransglucosylase/hydrolase protein’ (DCAR_010780). Of these genes, *DcMYB7* and *DcMYB6* have been previously implicated with anthocyanin regulation in carrot roots [11,12,13,41]; and anthocyanin-specific MADS-box transcription factors have been proved to regulate the biosynthesis of these pigments in some fruits [42]. Members of the MATE and ABC-C transporter families are also known to be involved in the transport and uptake of anthocyanins into the vacuole in other plant species [43,44]. However, the carrot MATE gene identified in the *P*_3_ region was unexpectedly consistently downregulated in the POP, suggesting that it is not involved in the pigmentation of this tissue and was therefore excluded as a potential candidate. 

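The MATE gene of P3 lies on chromosome 3 from 27444038 to 27455244. Its expression was 3.00 ± 0.666 CPM in the POP and 11.8 ± 2.64 CPM in the NPIP of dP1, a log2FC of −1.97 (SE 0.31, FDR = 0.00665 from edgeR). In dP2, its log2FC was −1.08 (SE 0.25, FDR = 0.0414 from edgeR), and in pP it was −1.59 (SE 0.35, FDR = 0.0491). It was lower in the POP of 9 of 9 roots. In pP it did not pass with root as a block (FDR = 0.0949 from edgeR, 0.0091 with the exchanged block). The gene did not pass in dP2 without any 1 POP library or NPIP replicate 2 or 3 (FDR = 0.0672 to 0.134 from edgeR) and in pP without POP replicate 1 or 3 or any 1 NPIP library (FDR = 0.0883 to 0.129).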

The putative (annotated) functions of the rest of the DEGs consistently identified in the *P*_3_ region are, apparently, unrelated to anthocyanin metabolism.

In the *RIPAP* region conditioning pigmentation in the inner phloem, 65 DEGs were identified in dP1 carrot roots, 62 DEGs in dP2, and 38 DEGs in pP roots. Nineteen of these DEGs were consistently upregulated (14 DEGs) or downregulated (5 DEGs) in the POP tissues (relative to NPIP) across all the pairwise comparisons (Supplementary Table S6). 

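The RIPAP region spans 19.45 to 29.89 Mb of chromosome 3, and Table S5 lists 99 genes there over the 3 sets. In dP1, 41 of the 87 genes tested were higher in the POP and 17 lower (FDR under 0.05 from edgeR). In dP2, 31 of 98 were higher and 7 lower, and in pP, 15 of 83 were higher and 3 lower. Adjusted over the list alone, these counts were 46 and 20 in dP1, 54 and 17 in dP2, and 33 and 13 in pP. The list came from the same libraries and is not independent of them. With root as a block, 11 genes passed in pP in place of 18, whereas with the exchanged block more than 18 passed. The 58 calls of dP1 became 36, 35 and 35 without POP replicate 1, POP replicate 3 and NPIP replicate 3. In dP2, the 38 calls became 11, 17, 25 and 21 without POP replicate 2, POP replicate 3, NPIP replicate 1 and NPIP replicate 2. In pP, the 18 calls became 3, 2, 9 and 6 without POP replicate 3 and NPIP replicates 1, 2 and 3.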

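In the RIPAP region, 9 of the 80 listed genes tested in all 3 sets passed in each of them with 1 sign, 7 higher and 2 lower in the POP (FDR under 0.05 from edgeR). Of these, 7 are in Table S6. The other two, DCAR_010604 and DCAR_010874, are in Table S5 alone and are named here after their values were seen. DCAR_010604 rose by a log2FC of 0.71 in dP1 (SE 0.20, FDR = 0.0431 from edgeR), 1.55 in dP2 (SE 0.26, FDR = 0.0159) and 0.90 in pP (SE 0.17, FDR = 0.0285, 0.0519 with root as a block, 0.0149 with the exchanged block). DCAR_010874 fell, with a log2FC of −2.44 in dP1 (SE 0.25, FDR = 0.0018 from edgeR), −0.79 in dP2 (SE 0.17, FDR = 0.0322) and −1.56 in pP (SE 0.29, FDR = 0.0290). The 22 genes of Table S6 cover P1, P3 and the rest of RIPAP, and 18 of them passed in dP1, 16 in dP2 and 10 in pP. At the lowest, 5 of the 16 passed in dP2 without POP replicate 2, and 2 of the 10 in pP without NPIP replicate 1. The 9 genes of RIPAP that passed in all sets became 2, 4 and 2 without POP replicate 2, POP replicate 3 and NPIP replicate 2 of dP2. They became 4 and 3 without POP replicates 1 and 3 of pP, and 2, 5 and 4 without its NPIP replicates 1, 2 and 3. DCAR_010604 did not pass in dP1 without any 1 library (FDR = 0.0620 to 0.113 from edgeR), in dP2 without POP replicate 2 or 3 or NPIP replicate 2 (FDR = 0.0598 to 0.0678) and in pP without any 1 library (FDR = 0.0512 to 0.112). DCAR_010874 did not pass in dP2 without POP replicate 1 or 2 or any 1 NPIP library (FDR = 0.0506 to 0.125 from edgeR) and in pP without POP replicate 2 or 3 or NPIP replicate 1 or 3 (FDR = 0.0658 to 0.116).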

Because the support interval of *RIPAP* includes *P*_3_, most of the DEGs identified correspond to the latter region and were described above. However, eight additional DEGs were consistently identified in the *RIPA*P region outside *P*_3_ (between coordinates 19.4 and 26.3 Mb). Six of these DEGs were upregulated in the POP, and included a ‘flavanone 3-hydroxylase’ (DCAR_010572); a member of the ‘aldehyde dehydrogenase family 2′ (DCAR_010446); a ‘mechanosensitive ion channel protein 10′ (DCAR_010498); an ‘inositol-tetrakisphosphate 1-kinase’ (DCAR_010529); an ‘UNC93-like protein’ (DCAR_010563); and a ‘CDP1K-related kinase 4′ (DCAR_010578); whereas the remaining two DEGs were downregulated in POP, and included a ‘SEPALLATA 3′ protein involved in floral development (DCAR_010471), and a ‘YLS9′-like gene associated with disease response and leaf senescence (DCAR_010573). 

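Of the 8 genes of Table S6 in RIPAP outside P3, the mechanosensitive ion channel gene DCAR_010498, the UNC93-like gene DCAR_010563 and the kinase gene DCAR_010578 rose in the POP in all 3 sets (FDR under 0.05 from edgeR). The flavanone 3-hydroxylase gene DCAR_010572 and the aldehyde dehydrogenase gene DCAR_010446 rose in dP1 and dP2, and the inositol-tetrakisphosphate 1-kinase gene DCAR_010529 rose in dP1. The YLS9-like gene DCAR_010573 fell in dP1 and pP. The SEPALLATA 3 gene DCAR_010471 passed in none of the sets, although its unadjusted p was 0.0146 in dP1, 0.0432 in dP2 and 0.00473 in pP from the same edgeR test. Each of the 8 genes had the same sign in 9 of 9 roots.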

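DCAR_010446, an aldehyde dehydrogenase of family 2 (chromosome 3, 23195242 to 23199804), rose from 8.77 ± 3.64 to 352 ± 231 CPM in dP1, a log2FC of 5.33 (SE 0.58, FDR = 0.00216 from edgeR), and in dP2 by a log2FC of 4.92 (SE 0.68, FDR = 0.00993). In pP its log2FC was 2.10 (SE 0.66, FDR = 0.119 from edgeR, 0.00844 with the exchanged block). The ion channel gene DCAR_010498 (24144232 to 24148933) had no read in the NPIP of dP1 and was at least 79-fold higher in the POP (FDR = 0.00665 from edgeR). Its log2FC was 6.33 in dP2 (SE 1.10, FDR = 0.0177), and with 1 read in the NPIP of pP the ratio there was 165 (95% interval 29.2 to 6560, FDR = 0.00938). DCAR_010529 (24967968 to 24968960), of inositol phosphate metabolism, had a log2FC of 3.85 in dP1 (SE 0.65, FDR = 0.00847 from edgeR), 2.51 in dP2 (SE 0.73, FDR = 0.0749, 0.0321 with root as a block) and 2.71 in pP (SE 0.62, FDR = 0.0542, 0.0388 with the exchanged block). The UNC93-like gene (25451216 to 25453926) rose by 2.91 (SE 0.32, FDR = 0.00216 from edgeR), 2.21 (SE 0.37, FDR = 0.0164) and 1.41 (SE 0.28, FDR = 0.0351, 0.0864 with root as a block, 0.0066 with the exchanged block) on the log2 scale in dP1, dP2 and pP. The calcium-dependent kinase-related gene DCAR_010578 (25751673 to 25755846) rose by 3.74 (SE 0.42, FDR = 0.00227 from edgeR), 3.47 (SE 0.39, FDR = 0.00611) and 2.67 (SE 0.46, FDR = 0.0241).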

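The SEPALLATA 3 gene (chromosome 3, 23792388 to 23793244) had log2FC of −2.02 in dP1 (SE 0.64, FDR = 0.0666 from edgeR, 0.00741 with root as a block), −2.06 in dP2 (SE 0.82, FDR = 0.161) and −2.08 in pP (SE 0.50, FDR = 0.0620, 0.0138 with the exchanged block). The YLS9-like gene (25723695 to 25724321) fell in dP1, with a log2FC of −2.69 (SE 0.42, FDR = 0.00636 from edgeR), and in pP, with a log2FC of −2.05 (SE 0.36, FDR = 0.0245, 0.0521 with root as a block, 0.00864 with the exchanged block). In dP2 its log2FC was −2.01 (SE 0.52, FDR = 0.0546 from edgeR, 0.0302 with root as a block). DCAR_010498 did not pass in dP2 without POP replicate 2 or 3 or NPIP replicate 2 (FDR = 0.0522 to 0.0762 from edgeR). DCAR_010563 did not pass in dP2 without POP replicate 2 or NPIP replicate 2 (FDR = 0.0612 to 0.0710 from edgeR) and in pP without POP replicate 1 or 3 or any 1 NPIP library (FDR = 0.0577 to 0.137). DCAR_010578 did not pass in pP without POP replicate 1 or 3 or NPIP replicate 1 or 3 (FDR = 0.0593 to 0.0828 from edgeR). DCAR_010573 did not pass in pP without any 1 POP library or NPIP replicate 1 or 3 (FDR = 0.0530 to 0.0939 from edgeR).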

The consistently upregulated F3H was the only gene related to anthocyanin metabolism in this region and was, therefore, considered a potential candidate for *RIPAP*.

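The F3H gene of this region, DCAR_010572 (chromosome 3, 25684635 to 25689703), encodes an enzyme of the early flavonoid pathway. It rose in dP1 from 2.12 ± 1.05 to 7.44 ± 2.63 CPM, a log2FC of 1.80 (SE 0.47, FDR = 0.0359 from edgeR), and in dP2 from 32.4 ± 8.15 to 92.0 ± 40.9 CPM, a log2FC of 1.50 (SE 0.37, FDR = 0.0474). In pP, its log2FC of 2.80 (SE 0.77) did not pass (FDR = 0.0850 from edgeR, 0.003 with the exchanged block), at 17.5 ± 16.1 CPM in the NPIP and 122 ± 62.2 CPM in the POP. It was higher in the POP of 9 of 9 roots. In the fit over the 18 libraries, its expression was lower in dP1 than in pP in both tissues, with a log2 ratio of −3.98 in the POP (SE 0.66, FDR = 0.00786 from edgeR) and −2.95 in the NPIP (SE 0.67, FDR = 0.0252). In the same fit, FDR for POP against NPIP was 0.0672 in dP1, 0.103 in dP2 and 0.0109 in pP. On the 6 libraries of pP, it passed by the likelihood ratio test of edgeR (FDR = 0.00412) and by DESeq2 (FDR = 0.00079). The gene of this enzyme did not pass in dP1 without POP replicate 1 or 3 or NPIP replicate 1 or 3 (FDR = 0.0694 to 0.119 from edgeR) and in dP2 without POP replicate 2 or 3 or any 1 NPIP library (FDR = 0.0727 to 0.125).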

#### 3.2.2. Genome-Wide Search of DEGs Associated with Anthocyanin Pigmentation in the Root Outer and Inner Phloem

Besides searching for major candidate genes controlling *ROPAP* and *RIPAP*, which are expected to be located within the confidence interval of the mapped phenotypic traits, a genome-wide search -outside the *ROPAP* and *RIPAP* regions- of DEGs in all the pairwise POP vs. NPIP comparisons was performed to identify additional candidates influencing anthocyanin pigmentation in these root tissues. 

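In dP1 roots, 1999 genes were higher in the POP and 1294 were lower, so 60.7% of the 3293 DEGs were higher (FDR under 0.05 from edgeR's quasi-likelihood test). In dP2, 1540 were higher and 685 lower, and 69.2% of its 2225 DEGs were higher. The pale roots of pP had 1098 DEGs, 861 higher and 237 lower in the POP (78.4% higher). At least 1 set had a DEG in 4854 genes. An absolute log2FC of at least 1 was reached by 2703 DEGs in dP1, 1972 in dP2 and 1058 in pP. The POP over NPIP difference itself was tested between the sets over all 18 libraries. It differed at an FDR under 0.05 from edgeR for 3 genes between dP1 and pP, 490 between dP1 and dP2 and 224 between dP2 and pP, of 20253 tested. Over the fits without 1 library, these counts ranged from 0 to 6, from 74 to 904 and from 50 to 255, and with root as a block they were 0, 550 and 316. DEGs of dP2 numbered 3400 with root as a block. The count of dP1 became 1562, 1910, 1574 and 1534 without POP replicate 1, POP replicate 3, NPIP replicate 1 and NPIP replicate 3. In dP2 it became 522, 729, 1195 and 856 without POP replicate 2, POP replicate 3, NPIP replicate 1 and NPIP replicate 2. In pP it became 615, 356, 219, 702 and 497 without POP replicate 1, POP replicate 3 and NPIP replicates 1, 2 and 3.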

The number of DEGs found per comparison ranged from 2007 (in pP roots) to 3593 (in dP1 roots), with a total of 5672 non-redundant DEGs identified (Supplementary Table S4). 

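Of the 16219 genes tested in all 3 sets, 290 were higher in the POP in each set and 52 were lower in each (FDR under 0.05 from edgeR), against 4.8 and 0.5 expected from independent lists of these sizes. All of these 342 genes kept their sign in the 9 roots, and 4 more passed in all sets with different signs. dP1 and pP shared 640 higher genes (83.4 expected) and 174 lower ones (16.4 expected), and the log2FC of these sets correlated across genes with r = 0.872. dP1 and dP2 shared 613 higher genes (120.2 expected) and 219 lower ones (42.3 expected), with r = 0.689. dP2 and pP shared 366 higher (52.1 expected) and 58 lower genes (7.3 expected), with r = 0.657. Genes are not independent replicates. Among the genes with no description in the paper's tables, DCAR_013627 rose by a log2FC of 9.67 in dP1 (SE 1.93, FDR = 0.0148 from edgeR), 9.36 in dP2 (SE 0.66, FDR = 0.00278) and 9.87 in pP (SE 1.04, FDR = 0.00737), and DCAR_011902, without a read in the NPIP of dP1, was at least 301-fold higher there (FDR = 0.00527). DCAR_022449 fell, with a log2FC of −5.20 (SE 0.79, FDR = 0.00558 from edgeR), −3.89 (SE 0.55, FDR = 0.0105) and −4.72 (SE 0.62, FDR = 0.0115) in dP1, dP2 and pP. DCAR_003788 fell with log2FC of −8.16 (SE 0.60, FDR = 0.000786 from edgeR), −3.36 (SE 0.24, FDR = 0.00278) and −6.39 (SE 0.93, FDR = 0.0150).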

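The number of genes higher or lower in all 3 sets moved with single libraries. In place of 342, there were 132, 165 and 177 without POP replicate 2, POP replicate 3 and NPIP replicate 2 of dP2. Without POP replicates 1 and 3 of pP there were 202 and 151, and without its NPIP replicates 1, 2 and 3 there were 89, 215 and 191. With root as a block, 368 genes passed in all sets (edgeR), of which 236 were among the 342. Under the exchanged block in pP, 891 genes passed, of which 330 were among the 342, so these counts depend on the pairing in pP. DCAR_013627 did not pass in dP1 without NPIP replicate 1 or 3 (FDR = 0.0575 to 0.0730 from edgeR). DCAR_022449 did not pass in pP without NPIP replicate 1 (FDR = 0.0510 from edgeR). DCAR_003788 did not pass in pP without POP replicate 1 or 3 (FDR = 0.0514 to 0.0692 from edgeR).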

A total of 817 DEGs were consistently revealed across all the comparisons, with 659 DEGs being consistently upregulated and 158 DEGs being downregulated in POP. Further analysis of regulatory and structural anthocyanin genes within this set of consistently-DEGs was performed.

##### Regulatory Genes

A total of 71 DEGs annotated as transcription factors (TF) in the carrot genome were consistently upregulated (56 TFs) or downregulated (15 TFs) in the root POP tissues (Supplementary Table S7). 

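The genes of Table S7 were chosen on these libraries, so their direction is no independent evidence. In dP1, 53 of the 71 were higher in the POP and 15 lower, in dP2 35 were higher and 11 lower, and in pP 38 were higher and 7 lower (FDR under 0.05 from edgeR). Adjusted over the list alone, 56 were higher and 15 lower in dP1, 50 and 15 in dP2, and 55 and 15 in pP. In all 3 sets, 27 were higher and 5 were lower. Homologs of ALTERED PHLOEM DEVELOPMENT (APL), a MYB of sieve element and companion cell identity, were lower in the POP of dP1 and dP2. Of these homologs, DCAR_019908 alone also passed in pP. DCAR_019886 had a log2FC of −3.62 in dP1 (SE 0.34, FDR = 0.00140 from edgeR), −3.11 in dP2 (SE 0.42, FDR = 0.00973) and −2.17 in pP (SE 0.56, FDR = 0.0725, 0.0158 with the exchanged block). DCAR_019908 had log2FC of −4.05 (SE 0.86, FDR = 0.0188 from edgeR) in dP1 and −3.39 (SE 0.31, FDR = 0.00468) in dP2, and with 1 read in the POP of pP the NPIP was 53.8-fold higher there (95% interval 9.28 to 2160, FDR = 0.0190). The third, DCAR_009660, had log2FC of −2.55 (SE 0.64, FDR = 0.0324 from edgeR), −2.78 (SE 0.44, FDR = 0.0137) and −2.47 (SE 0.69, FDR = 0.0879) in dP1, dP2 and pP. KNAT7 DCAR_008430, a homeobox gene of secondary wall formation, rose by 3.24 (SE 0.53, FDR = 0.00762 from edgeR), 1.89 (SE 0.47, FDR = 0.0486) and 2.58 (SE 0.43, FDR = 0.0216, 0.0677 with root as a block, 0.00929 with the exchanged block). The cell types in the POP and the NPIP samples were not separated, so expression per cell and the share of cells cannot be told apart.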

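Without single libraries, fewer of the 71 transcription factor genes passed in a set. Counting all that passed, newly called ones included, there were 44 in dP1 without NPIP replicate 3, against 68 with all libraries. In dP2 there were 20, 21 and 21, against 46, without POP replicate 2, POP replicate 3 and NPIP replicate 2. In pP there were 29, 23, 12 and 26, against 45, without POP replicate 1, POP replicate 3, NPIP replicate 1 and NPIP replicate 3. In place of 32 in all sets, there were 18, 19 and 17 without POP replicate 2, POP replicate 3 and NPIP replicate 2 of dP2, 18 and 17 without POP replicates 1 and 3 of pP, and 10, 21 and 17 without NPIP replicates 1, 2 and 3 of pP. DCAR_019908 did not pass in dP1 without POP replicate 1 or 3 or NPIP replicate 3 (FDR = 0.0516 to 0.0794 from edgeR) and in pP without POP replicate 1 or 3 or NPIP replicate 1 or 3 (FDR = 0.0588 to 0.0740). DCAR_009660 did not pass in dP1 without POP replicate 1 or 3 or any 1 NPIP library (FDR = 0.0571 to 0.119 from edgeR) and in dP2 without POP replicate 3 (FDR = 0.0620). KNAT7 did not pass in dP2 without any 1 library (FDR = 0.0568 to 0.163 from edgeR) and in pP without any 1 library (FDR = 0.0506 to 0.0969).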

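By family of Table S8, the MYB genes that passed in all 3 sets were 6 higher and 1 lower in the POP, of 18 (FDR under 0.05 from edgeR). Of 12 WRKY genes, 8 were higher in all sets, as were 3 of 7 bHLH genes, 2 of 6 ERF genes and both NAC genes. In dP1, 15 MYB genes were higher and 3 lower, against 9 and 3 in dP2 and 9 and 1 in pP. The 12 WRKY genes were higher in dP1, with 8 in dP2 and 9 in pP passing. Among the MYB genes, DCAR_015002, a homolog of RAX2, which regulates axillary meristems in Arabidopsis, had no read in the NPIP of dP1 and was at least 61-fold higher in the POP (FDR = 0.00478 from edgeR). With 1 and 2 reads in the NPIP of dP2 and pP, its ratios were 393 (95% interval 70.1 to 15600, FDR = 0.00440 from edgeR) and 116 (95% interval 31.8 to 968, FDR = 0.0274). The RAX1 homolog DCAR_017673 was at least 28-fold higher in dP1 (FDR = 0.0124 from edgeR) and at least 170-fold higher in dP2 (FDR = 0.00350), and in pP, with 1 NPIP read, the ratio was 135 (95% interval 23.8 to 5370, FDR = 0.0130). DCAR_013728, whose best match is rice Myb4, was at least 38-fold higher in dP1 (FDR = 0.0174 from edgeR), with a log2FC of 6.00 in dP2 (SE 0.78, FDR = 0.00860) and a ratio of 105 in pP (95% interval 18.3 to 4170, FDR = 0.0131). The families, like the list they come from, were picked from these libraries. The RAX2 homolog did not pass in pP without POP replicate 1 or any 1 NPIP library (FDR = 0.0578 to 0.112 from edgeR). The RAX1 homolog did not pass in pP without NPIP replicate 1 (FDR = 0.0675 from edgeR). DCAR_013728 did not pass in dP1 without POP replicate 3 or NPIP replicate 3 (FDR = 0.0523 to 0.0586 from edgeR) and in pP without NPIP replicate 1 (FDR = 0.0666).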

Comparative sequence analysis of these DEGs with anthocyanin-related TF families from other species revealed that 45 of the carrot DEGs belong to the MYB (18 DEGs), WRKY (12), bHLH (7), ERF (6), and NAC-like (2) TF families (Supplementary Table S8). These gene families of TFs participate in multiple and diverse processes in the plant, and some of their members are known to be involved in the regulation of anthocyanin biosynthesis. Thus, in order to infer the possible function of the carrot TFs, we performed phylogenetic analysis for each TF family, using these carrot TFs along with members from other species with known functions (Supplementary Table S9). The results are presented in Supplementary Figures S4–S8.

Phylogenetic analysis of the 18 carrot MYBs and 53 MYBs from other species revealed the clustering of two carrot genes, DCAR_003717 and DCAR_028312, in a clade of MYBs involved in the transcriptional activation of proanthocyanidins and flavonols, whereas another carrot gene (DCAR_001079) grouped in a clade of MYBs acting as anthocyanin repressors (Supplementary Figure S4). 

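The MYB gene DCAR_001079 (chromosome 1, 10216453 to 10217848) had 19.4 ± 8.34 CPM in the POP and 4.66 ± 2.40 CPM in the NPIP of dP1, a log2FC of 2.05 (SE 0.45, FDR = 0.0211 from edgeR). In dP2, its log2FC of 1.58 (SE 0.71) did not pass (FDR = 0.205 from edgeR), and it was higher in the POP of 2 of the 3 roots. Nor did it pass in pP (log2FC 1.62, SE 0.60, FDR = 0.176 from edgeR, 0.0113 with the exchanged block), where it was higher in the POP of 3 of 3 roots. The gene did not pass in dP1 without POP replicate 3 or NPIP replicate 1 or 3 (FDR = 0.0695 to 0.0831 from edgeR).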

Since DCAR_001079 was upregulated in POP relative to NPIP, it is unlikely that this MYB is acting as a repressor in the anthocyanin biosynthetic pathway. The rest of the carrot MYBs did not cluster with other MYBs related to the flavonoid pathway, suggesting that they are not involved in the regulation of anthocyanins, and therefore they were excluded as potential candidate genes. 

Among the four carrot bHLH TFs differentially expressed across all the pairwise POP vs. NPIP comparisons, DCAR_002739 grouped in the same phylogenetic clade as bHLH genes from other species known to be involved in the regulation of anthocyanin biosynthesis (Supplementary Figure S5). This gene, called *DcbHLH3*, is a homolog of the anthocyanin-related apple (*Malus domestica*) *bHLH3,* and was recently reported to be activated by *DcMYB7* in purple carrot roots [13]. 

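DcbHLH3 (DCAR_002739, chromosome 1, 32455171 to 32460366) rose in the POP in all 3 sets. Its expression was 70.7 ± 74.3 CPM in the POP and 1.32 ± 1.19 CPM in the NPIP of dP1, a log2FC of 5.71 (SE 1.06, FDR = 0.0115 from edgeR). In dP2, it was 14.0 ± 3.53 CPM in the POP and 0.185 ± 0.0658 CPM in the NPIP, a log2FC of 6.13 (SE 0.42, FDR = 0.00278 from edgeR). In pP, the log2FC was 3.18 (SE 0.63, FDR = 0.0350 from edgeR, 0.0507 with root as a block, 0.0111 with the exchanged block). Among the other bHLH genes, the bHLH130 homolog DCAR_017032 rose by a log2FC of 4.62 in dP1 (SE 0.50, FDR = 0.00216 from edgeR) and 3.95 in pP (SE 0.85, FDR = 0.0450, 0.0666 with root as a block, 0.0133 with the exchanged block), and with 1 NPIP read in dP2 its ratio was 64.8 (95% interval 11.2 to 2600, FDR = 0.00941). The bHLH25 homolog DCAR_021919 rose by 3.82 (SE 0.45, FDR = 0.00264 from edgeR), 4.09 (SE 0.72, FDR = 0.0180) and 6.94 (SE 0.70, FDR = 0.00651) in dP1, dP2 and pP. The bHLH41 homolog DCAR_011967 had 2 NPIP reads and a ratio of 78.3 in dP1 (95% interval 21.3 to 652, FDR = 0.00459 from edgeR), a log2FC of 4.31 in dP2 (SE 0.94, FDR = 0.0342) and a log2FC of 3.16 in pP (SE 0.79), which did not pass (FDR = 0.0670, 0.0232 with the exchanged block). DcbHLH3 did not pass in dP1 without NPIP replicate 3 (FDR = 0.0642 from edgeR) and in pP without POP replicate 1 or 3 or any 1 NPIP library (FDR = 0.0560 to 0.107). DCAR_017032 did not pass in pP without any 1 POP library or NPIP replicate 1 or 3 (FDR = 0.0859 to 0.138 from edgeR). DCAR_021919 did not pass in dP2 without POP replicate 2 or 3 or NPIP replicate 2 (FDR = 0.0632 to 0.0725 from edgeR). DCAR_011967 did not pass in dP2 without any 1 POP library or NPIP replicate 1 or 2 (FDR = 0.0596 to 0.108 from edgeR).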

The rest of the carrot bHLH genes were not phylogenetically related to other bHLHs associated with anthocyanins. 

Analysis of the six carrots ERF TFs revealed that DCAR_016339 and DCAR_007860 clustered in the same phylogenetic clade as the anthocyanin enhancer *PyERF3*, an ethylene-responsive factor from pear known to co-regulate fruit anthocyanin biosynthesis along with MYB and bHLH TFs from that species [45] (Supplementary Figure S6). Of these two carrot ERFs, only DCAR_016339, annotated as *DcERF1*, had good bootstrap support. Conversely, the inclusion of DCAR_007860 in this clade was not statistically supported (according to its bootstrap value below the threshold of 50), and therefore this gene was discarded as a potential candidate. 

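DcERF1, DCAR_016339, lies on chromosome 5 from 2330337 to 2332318. It rose in dP1 by a log2FC of 4.00 (SE 0.83, FDR = 0.0166 from edgeR), and in pP, without a read in the NPIP, it was at least 55-fold higher in the POP (FDR = 0.0202). In dP2, its log2FC of 2.81 (SE 0.75) did not pass (FDR = 0.0608 from edgeR), at 14.8 ± 4.74 CPM in the POP and 2.11 ± 2.24 CPM in the NPIP. DCAR_007860 (chromosome 2, 37749741 to 37750799) had a log2FC of 4.69 in dP1 (SE 1.08, FDR = 0.0245 from edgeR) and 3.95 in dP2 (SE 1.02, FDR = 0.0558, 0.0365 with root as a block), and in pP it was at least 35-fold higher (FDR = 0.0143, 0.0564 with root as a block, 0.00865 with the exchanged block). Both genes were higher in the POP of 9 of 9 roots. Of the other ERF genes, the ERF061 homolog DCAR_027706 rose by a log2FC of 5.08 in dP1 (SE 1.17, FDR = 0.0240 from edgeR), and with 2 NPIP reads each its ratios were 120 in dP2 (95% interval 32.7 to 993, FDR = 0.0220) and 176 in pP (95% interval 48.3 to 1460, FDR = 0.00720). The DREB2C homolog DCAR_015358 had a ratio of 23.3 in dP1 (95% interval 7.66 to 116, FDR = 0.0120 from edgeR), a log2FC of 5.03 in dP2 (SE 1.06, FDR = 0.0308) and a ratio of 130 in pP (95% interval 23.0 to 5190, FDR = 0.00964). The ERF5 homolog DCAR_004997 rose in dP2 by a log2FC of 3.54 (SE 0.60, FDR = 0.0164 from edgeR), and its log2FC of 2.95 in dP1 (SE 0.94, FDR = 0.0673, 0.00722 with root as a block) and 4.26 in pP (SE 1.18, FDR = 0.0872, 0.00252 with the exchanged block) did not pass. DcERF1 did not pass in dP1 without POP replicate 1 or NPIP replicate 1 or 3 (FDR = 0.0558 to 0.0828 from edgeR) and in pP without POP replicate 3 or NPIP replicate 1 (FDR = 0.0640 to 0.0759). DCAR_007860 did not pass in dP1 without any 1 POP library or NPIP replicate 1 or 3 (FDR = 0.0502 to 0.0744 from edgeR) and in pP without POP replicate 1 or 3 or NPIP replicate 1 (FDR = 0.0512 to 0.0614). DCAR_027706 did not pass in dP1 without POP replicate 1 or NPIP replicate 1 or 3 (FDR = 0.0631 to 0.0831 from edgeR) and in dP2 without POP replicate 2 or 3 or NPIP replicate 1 or 2 (FDR = 0.0671 to 0.0828). DCAR_015358 did not pass in dP1 without NPIP replicate 1 (FDR = 0.0578 from edgeR), in dP2 without any 1 POP library or NPIP replicate 2 (FDR = 0.0546 to 0.111) and in pP without NPIP replicate 1 (FDR = 0.0515). DCAR_004997 did not pass in dP2 without POP replicate 2 or 3 or NPIP replicate 2 (FDR = 0.0503 to 0.0687 from edgeR).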

The rest of the carrot ERFs were phylogenetically unrelated to anthocyanin TFs.

None of the carrot WRKY and NAC DEGs identified in the POP vs. NPIP transcriptome comparisons were phylogenetically related to TFs from other species involved in anthocyanin metabolism (Supplementary Figures S7 and S8), suggesting that they are not involved in carrot anthocyanin pigmentation. Thus, they were discarded as candidate genes.

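The WRKY23 homolog DCAR_026990 rose in the POP by a log2FC of 5.23 in dP1 (SE 0.62, FDR = 0.00266 from edgeR), 5.07 in dP2 (SE 0.36, FDR = 0.00287) and 4.93 in pP (SE 0.55, FDR = 0.00822). The WRKY71 homolog DCAR_005083 rose by 4.89 (SE 0.59, FDR = 0.00293 from edgeR), 6.71 (SE 0.31, FDR = 0.00197) and 3.84 (SE 0.45, FDR = 0.00938). DCAR_005143, a WRKY65 homolog, rose by 4.62 in dP1 (SE 1.02, FDR = 0.0212 from edgeR) and 4.04 in dP2 (SE 0.34, FDR = 0.00437), and with 3 NPIP reads in pP its ratio was 60.7 (95% interval 20.4 to 297, FDR = 0.00838). The WRKY35 homolog DCAR_007815 had 2 or 3 NPIP reads in each set, with ratios of 14.8 (95% interval 4.74 to 74.3, FDR = 0.0166 from edgeR), 74.5 (20.2 to 621, FDR = 0.0108) and 36.7 (9.77 to 309, FDR = 0.0152). Both NAC genes are homologs of NAC100. DCAR_016858 rose by a log2FC of 4.39 (SE 0.58, FDR = 0.00370 from edgeR), 3.77 (SE 0.78, FDR = 0.0288) and 6.76 (SE 0.73, FDR = 0.00747), and DCAR_019896 by 4.23 (SE 0.90, FDR = 0.0183), 2.78 (SE 0.66, FDR = 0.0427) and 3.32 (SE 0.62, FDR = 0.0288). Each of these 6 genes was higher in the POP of 9 of 9 roots. DCAR_005083 did not pass in pP without NPIP replicate 1 (FDR = 0.0525 from edgeR). DCAR_005143 did not pass in dP1 without POP replicate 1 or 3 or NPIP replicate 1 (FDR = 0.0634 to 0.0757 from edgeR). DCAR_007815 did not pass in dP1 without POP replicate 1 or NPIP replicate 3 (FDR = 0.0655 to 0.0833 from edgeR), in dP2 without POP replicate 2 (FDR = 0.0550) and in pP without POP replicate 3 or any 1 NPIP library (FDR = 0.0518 to 0.0638). DCAR_016858 did not pass in dP2 without any 1 POP library or NPIP replicate 1 or 2 (FDR = 0.0542 to 0.108 from edgeR). DCAR_019896 did not pass in dP1 without NPIP replicate 3 (FDR = 0.0797 from edgeR), in dP2 without any 1 POP library or NPIP replicate 1 or 2 (FDR = 0.0689 to 0.135) and in pP without POP replicate 1 or 3 or any 1 NPIP library (FDR = 0.0648 to 0.119).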

##### Structural Anthocyanin Biosynthetic Genes

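The structural genes comprise PAL and 4CL of the general phenylpropanoid pathway, CHS, CHI, F3H, F3′H, DFR and LDOX of the flavonoid pathway to cyanidin, and glycosyltransferases. With DcUCGXT1 (DCAR_021269) they make 14 genes, and each of them was higher in the POP of 9 of 9 roots. In dP1, 13 of the 14 passed, in dP2 10 and in pP 10 (FDR under 0.05 from edgeR), and 6 passed in all 3 sets. Adjusted over the list alone, all 14 passed in each set. The genes were named by the study for their rise in these libraries, which is therefore not independent evidence. The median log2FC was 5.78 in dP1, 4.70 in dP2 and 5.23 in pP. Between dP1 and pP, whose anthocyanin content in the outer phloem differs 17.5-fold, the median of the 14 differences in log2FC was 0.86 (median SE 1.46), and the lowest FDR among the 14 was 1.00 from edgeR over the 18 libraries. These differences were 0.72 to 1.96 in the 8 genes from CHS to LDOX with DcUCGalT1 and DcUCGXT1. In the PAL and 4CL genes and the glycosyltransferase gene DCAR_019074 they were −1.42 to 1.26. The 13 genes of dP1 became 7, 5 and 5 without POP replicate 3, NPIP replicate 1 and NPIP replicate 3, and the 10 of pP became 4 without NPIP replicate 1. The 6 genes that passed in all sets became 2 or 3 without these 4 libraries, without POP replicate 2, POP replicate 3 or NPIP replicate 2 of dP2, or without POP replicate 3 or NPIP replicate 3 of pP.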

Among the genes annotated in the carrot genome as flavonoid or anthocyanin structural biosynthetic genes by Iorizzo et al. [22], 13 DEGs were consistently upregulated in POP in all of the pairwise POP vs. NPIP transcriptome comparisons (Supplementary Table S10). These genes encode the following enzymes of the anthocyanin pathway: three phenylalanine ammonia-lyases (PAL) (DCAR_014989, DCAR_017697, DCAR_020833), two UDP-glycosyltransferases (UDPGT) (DCAR_009912, DCAR_019074), two 4-coumaric acid:coenzyme A ligases (4CL) (DCAR_025617, DCAR_021385), a leucoanthocyanidin dioxygenase (LDOX) (DCAR_06772), a flavanone 3-hydroxylase (F3H) (DCAR_009483), a flavanone 3′-hydroxylase (F3′H) (DCAR_014032), a dihydroflavonol reductase (DFR) (DCAR_021485), a chalcone isomerase (CHI) (DCAR_027694), and a chalcone synthase (CHS) (DCAR_030786). 

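The PAL gene DCAR_017697 rose in all 3 sets, with a log2FC of 5.80 in dP1 (SE 0.46, FDR = 0.000943 from edgeR), 4.62 in dP2 (SE 1.07, FDR = 0.0410) and 7.22 in pP (SE 0.75, FDR = 0.00707). DCAR_014989 and DCAR_020833 rose in dP1 by 5.65 (SE 0.41, FDR = 0.000741 from edgeR) and 5.40 (SE 0.38, FDR = 0.000711). In dP2, these PAL genes had log2FC of 3.06 (SE 1.02, FDR = 0.108 from edgeR) and 2.69 (SE 1.03, FDR = 0.147). In pP, DCAR_014989 rose by 6.55 (SE 0.53, FDR = 0.00530 from edgeR), and DCAR_020833 did not pass (log2FC 4.11, SE 1.15, FDR = 0.0885, 0.0445 with root as a block, 0.0128 with the exchanged block). The 4CL genes DCAR_021385 and DCAR_025617 rose in dP1 by 5.29 (SE 0.27, FDR = 0.000355 from edgeR) and 2.72 (SE 0.55, FDR = 0.0156) and in pP by 5.09 (SE 0.47, FDR = 0.00530) and 4.04 (SE 0.58, FDR = 0.0145). Neither passed in dP2, where the log2FC were 2.70 (SE 1.02, FDR = 0.142 from edgeR) and 2.51 (SE 0.85, FDR = 0.113). In the NPIP of dP2, DCAR_014989 was at 108.5 ± 140 CPM and DCAR_021385 at 119 ± 154 CPM, against 2.97 ± 0.641 and 3.42 ± 0.486 CPM in that of dP1. Both were also higher in the POP of dP2, at 914 ± 381 and 787 ± 325 CPM normalized over the 18 libraries. In the POP of dP1 they were at 152 ± 65.4 and 135 ± 29.8 CPM. Of the 3 NPIP libraries of dP2, replicate 3 held the most reads of DCAR_014989, at 267 CPM before TMM, against 20.5 and 38.4 CPM in replicates 1 and 2. CHS (DCAR_030786) reached 1722 ± 2305 CPM in the POP of dP1 against 29.3 ± 28.8 CPM in the NPIP, a log2FC of 5.87 (SE 1.71) that did not pass (FDR = 0.0520 from edgeR, 0.00233 with root as a block). It rose by 8.24 in dP2 (SE 0.81, FDR = 0.00510) and 5.15 in pP (SE 0.77, FDR = 0.0157).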

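CHI (DCAR_027694) rose in all 3 sets, by 6.65 in dP1 (SE 1.65, FDR = 0.0310 from edgeR), 7.34 in dP2 (SE 0.97, FDR = 0.00900) and 5.32 in pP (SE 1.01, FDR = 0.0306) on the log2 scale. F3H (DCAR_009483) rose by 6.76 in dP1 (SE 1.63, FDR = 0.0282 from edgeR) and 8.69 in dP2 (SE 0.78, FDR = 0.00462). Its log2FC of 6.05 in pP (SE 1.53) did not pass (FDR = 0.0695 from edgeR, 0.00903 with root as a block, 0.00108 with the exchanged block). F3′H (DCAR_014032) rose by 4.35 (SE 0.80, FDR = 0.0110 from edgeR), 3.87 (SE 0.63, FDR = 0.0145) and 2.51 (SE 0.37, FDR = 0.0154) in dP1, dP2 and pP. DFR (DCAR_021485) rose by 5.77 in dP1 (SE 1.28, FDR = 0.0212 from edgeR) and 4.80 in dP2 (SE 0.53, FDR = 0.00611), with 3.82 in pP (SE 0.93, FDR = 0.0632, 0.00876 with the exchanged block). LDOX (DCAR_006772) rose by 6.96 (SE 1.73, FDR = 0.0312 from edgeR), 7.04 (SE 0.54, FDR = 0.00332) and 5.62 (SE 1.22, FDR = 0.0457). PAL DCAR_017697 did not pass in dP2 without any 1 POP library or NPIP replicate 1 or 2 (FDR = 0.0660 to 0.124 from edgeR). 4CL DCAR_025617 did not pass in dP1 without POP replicate 1 or NPIP replicate 1 or 3 (FDR = 0.0565 to 0.0729 from edgeR) and in pP without NPIP replicate 1 (FDR = 0.0666). CHS did not pass in pP without NPIP replicate 1 or 3 (FDR = 0.0507 to 0.0789 from edgeR). CHI did not pass in dP1 without POP replicate 3 or NPIP replicate 1 or 3 (FDR = 0.0677 to 0.114 from edgeR) and in pP without POP replicate 2 or 3 or any 1 NPIP library (FDR = 0.0525 to 0.130). F3H DCAR_009483 did not pass in dP1 without POP replicate 3 or NPIP replicate 1 or 3 (FDR = 0.0711 to 0.112 from edgeR). F3′H did not pass in dP1 without NPIP replicate 1 or 3 (FDR = 0.0521 to 0.0610 from edgeR), in dP2 without POP replicate 2 or 3 or NPIP replicate 2 (FDR = 0.0536 to 0.0597) and in pP without NPIP replicate 1 (FDR = 0.0742). DFR did not pass in dP1 without POP replicate 3 or NPIP replicate 1 or 3 (FDR = 0.0578 to 0.0930 from edgeR). LDOX did not pass in dP1 without POP replicate 3 or NPIP replicate 1 or 3 (FDR = 0.0737 to 0.120 from edgeR) and in pP without POP replicate 2 or 3 or any 1 NPIP library (FDR = 0.0642 to 0.166).

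**Figure D1:**
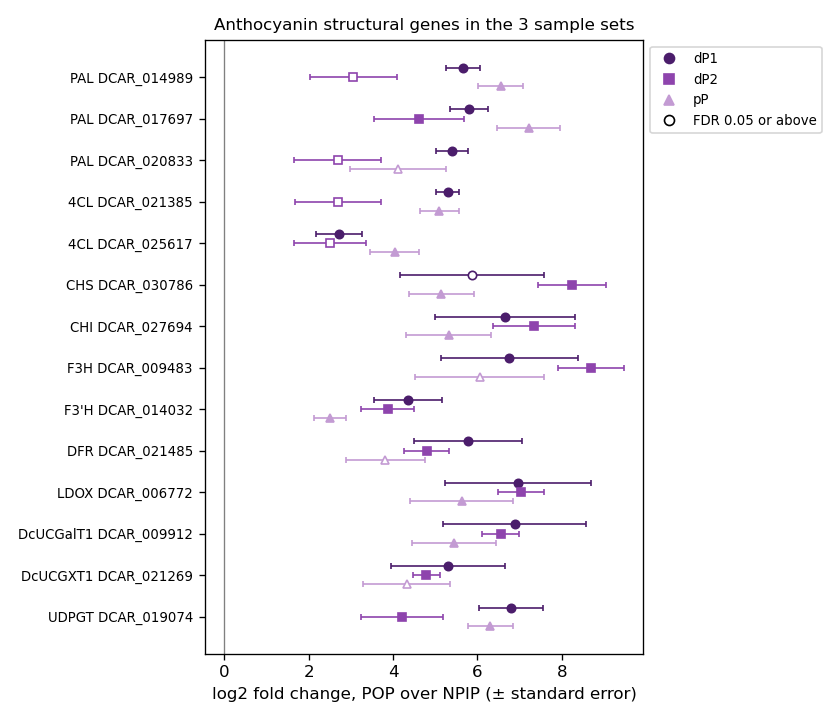
Log2 fold change, POP over NPIP, of 14 structural genes of the anthocyanin pathway in dP1, dP2 and pP, with bars for the standard error and open symbols for an FDR of 0.05 or above from edgeR. All points lie above 0, from 2.51 for F3′H in pP to 8.69 for F3H DCAR_009483 in dP2, and the open symbols of dP2 are those of PAL DCAR_014989, PAL DCAR_020833 and both 4CL genes.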

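DcUCGalT1 (DCAR_009912), the galactosyltransferase of the first glycosylation of cyanidin, rose in the POP of all 3 sets. Its expression was 314 ± 368 CPM in the POP and 2.62 ± 3.68 CPM in the NPIP of dP1, a log2FC of 6.88 (SE 1.69, FDR = 0.0300 from edgeR). Its log2FC was 6.55 in dP2 (SE 0.45, FDR = 0.00278 from edgeR) and 5.44 in pP (SE 0.99, FDR = 0.0272). DcUCGXT1 (DCAR_021269), a further glycosyltransferase of cyanidin glycosides, rose by 5.31 in dP1 (SE 1.35, FDR = 0.0339 from edgeR) and 4.79 in dP2 (SE 0.33, FDR = 0.00278). It did not pass in pP (log2FC 4.32, SE 1.03, FDR = 0.0599 from edgeR, 0.0011 with the exchanged block), at 31.4 ± 32.9 CPM in the POP and 1.54 ± 1.03 CPM in the NPIP. The UDP-glycosyltransferase gene DCAR_019074 rose by 6.80 in dP1 (SE 0.76, FDR = 0.00227 from edgeR), 4.21 in dP2 (SE 0.97, FDR = 0.0402) and 6.30 in pP (SE 0.54, FDR = 0.00530). The acyltransferase DcSCPL1 was not analysed here. DcUCGalT1 did not pass in dP1 without POP replicate 3 or NPIP replicate 1 or 3 (FDR = 0.0707 to 0.117 from edgeR) and in pP without POP replicate 3 or NPIP replicate 1 or 3 (FDR = 0.0748 to 0.118). DcUCGXT1 did not pass in dP1 without POP replicate 2 or 3 or NPIP replicate 1 or 3 (FDR = 0.0593 to 0.126 from edgeR). DCAR_019074 did not pass in dP2 without any 1 POP library or NPIP replicate 1 or 2 (FDR = 0.0777 to 0.125 from edgeR).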

Three additional structural genes involved in the chemical modification of carrot anthocyanins, namely their glycosylation and acylation, were found to be consistently upregulated in POP tissues across all the transcriptome comparisons. These genes, which were not initially annotated as structural anthocyanin genes in the carrot genome, were recently described. *DcUGalT1* (DCAR_009912) is involved in the first step of cyanidin glycosylation and encodes a carrot galactosyltransferase that catalyzes the transfer of the galactosyl moiety from UDP-galactose to cyanidin [18]. *DcUCGXT1* (DCAR_021269) encodes an ‘anthocyanidin 3-O-glucoside 2′-O-glucosyltransferase’ orthologous to glycosyltransferases from *Arabidopsis* and kiwifruit that catalyze the glycosylation of Cy3G to produce Cy3XG, and was found to be upregulated in purple carrot roots relative to orange roots [13]. *DcSCPL1* (LOC_108214129) is an SCPL-acyltransferase recently described as the primary regulator of anthocyanin acylation in carrot roots [17].

##### Genes Involved in Intracellular Transport of Anthocyanins

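DcGST1 (DCAR_003401) encodes a glutathione-S-transferase, and DCAR_031151 a MATE transporter, classes of protein involved in the transfer of anthocyanins to the vacuole. DcGST1 rose from 2.39 ± 2.44 to 254 ± 283 CPM in dP1, a log2FC of 6.71 (SE 1.67, FDR = 0.0311 from edgeR), and in dP2 by a log2FC of 8.22 (SE 0.65, FDR = 0.00343). In pP, its log2FC of 5.90 (SE 1.45) did not pass (FDR = 0.0643 from edgeR, 0.0187 with root as a block, 0.000663 with the exchanged block), at 34.6 ± 38.6 CPM in the POP and 0.538 ± 0.832 CPM in the NPIP. DCAR_031151 rose in all 3 sets, by 6.32 in dP1 (SE 1.00, FDR = 0.00667 from edgeR), 5.71 in dP2 (SE 0.54, FDR = 0.00488) and 3.33 in pP (SE 0.47, FDR = 0.0133) on the log2 scale. Both were higher in the POP of 9 of 9 roots. DcGST1 did not pass in dP1 without POP replicate 3 or NPIP replicate 1 or 3 (FDR = 0.0751 to 0.119 from edgeR). DCAR_031151 did not pass in pP without NPIP replicate 1 (FDR = 0.0691 from edgeR).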

Two carrot genes related to anthocyanin transport were consistently upregulated in all the POP vs. NPIP transcriptome comparisons; a glutathione-S-transferase (*DcGST1*) (DCAR_03401) located in Chr 1, and a MATE transporter (DCAR_031151) in Chr 9. Members of the MATE [44] and GST (reviewed by [46]) families are involved in the transport and uptake of anthocyanins into the vacuole in several plant species. In carrot, *DcGST1* was upregulated in purple roots compared to orange roots, suggesting a role for this gene in the vacuolar accumulation of these pigments [16].

### 3.3. Preliminary Identification of Candidate Genes Based on Linkage, Transcriptome, and Phylogenetic Analyses

Based on results from linkage mapping and transcriptome analysis, four major candidates fulfilling the first three criteria for candidate genes (i.e., linkage map colocalization with the phenotypic traits, consistent differential expression in all the POP vs. NPIP transcriptome comparisons, and annotated function related to anthocyanins metabolism) were preliminarily identified in the *P*_3_ region associated with *ROPAP* and *RIPAP*. These were the previously described MYBs *DcMYB7* and *DcMYB6* [11,13,41], a MADS-box TF, and an ABC-C transporter. Additionally, a candidate F3H gene associated exclusively with *RIPAP* was identified. 

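DcMYB7 (DCAR_010745, chromosome 3, 27816911 to 27819103), an R2R3-MYB activator of the pathway, was higher in the POP of 9 of 9 roots but passed in none of the sets by the quasi-likelihood test on the 6 libraries of a set. In dP1, it was at 17.9 ± 17.0 CPM in the POP and 1.54 ± 1.85 CPM in the NPIP, a log2FC of 3.51 (SE 1.20, FDR = 0.0818 from edgeR, 0.00113 with root as a block). In dP2, it was at 2.56 ± 0.272 and 0.525 ± 0.464 CPM, a log2FC of 2.26 (SE 0.65, FDR = 0.0738 from edgeR). In pP, it was at 3.32 ± 1.22 and 0.640 ± 0.374 CPM, a log2FC of 2.32 (SE 0.53, FDR = 0.0537 from edgeR, 0.0126 with the exchanged block). Its unadjusted p was 0.0204, 0.0118 and 0.00359. The FDR was 0.0316, 0.00301 and 0.00182 from edgeR's likelihood ratio test, 0.107, 0.0184 and 0.0115 from DESeq2, and 0.0206, 0.178 and 0.190 from edgeR in 1 fit of all 18 libraries. DcMYB6 (DCAR_000385) passed in none of the sets by this test either, with log2FC of 3.29 (SE 1.33, FDR = 0.128 from edgeR, 0.00212 with root as a block), 3.49 (SE 0.92, FDR = 0.0579, 0.0375 with root as a block) and 3.88 (SE 1.19, FDR = 0.113), and unadjusted p of 0.0412, 0.00774 and 0.0144. Its FDR was 0.0767, 0.000764 and 0.0132 from edgeR's likelihood ratio test, 0.179, 0.00177 and 0.0145 from DESeq2, and 0.0786, 0.110 and 0.122 in the fit of all 18 libraries. Without NPIP replicate 3 of dP2, both MYB genes passed in dP2 (FDR = 0.0306 and 0.0164 from edgeR).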

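The MADS-box gene DCAR_010757 (28112767 to 28119898) rose in dP1, from 2.56 ± 0.941 to 19.1 ± 4.17 CPM, a log2FC of 2.89 (SE 0.36, FDR = 0.00313 from edgeR). It rose in dP2 from 0.446 ± 0.121 to 11.0 ± 1.80 CPM, a log2FC of 4.59 (SE 0.34, FDR = 0.00316 from edgeR). In pP, at 5.03 ± 2.37 and 16.0 ± 4.34 CPM, its log2FC of 1.67 (SE 0.42) did not pass (FDR = 0.0680 from edgeR, 0.00997 with the exchanged block). It passed there by the likelihood ratio test of edgeR (FDR = 0.00602), in 1 fit of all 18 libraries (FDR = 0.0101) and by DESeq2 (FDR = 0.0047). The difference in its log2FC between dP2 and pP was 2.92 (SE 0.56, FDR = 0.0261 from edgeR over the 18 libraries). That difference did not pass without POP replicate 3 or NPIP replicate 1 or 3 of pP, or POP replicate 1 or 2 or NPIP replicate 1 or 2 of dP2 (FDR = 0.0533 to 0.0746 from edgeR). The ABC-C transporter gene DCAR_010639 (26593195 to 26599648) rose in dP2 by a log2FC of 1.91 (SE 0.22, FDR = 0.00624 from edgeR). Its log2FC of 1.37 in dP1 (SE 0.58, FDR = 0.144, 0.0230 with root as a block) and 1.28 in pP (SE 0.32, FDR = 0.0695, 0.00543 with the exchanged block) did not pass. It passed in dP1 without NPIP replicate 2 (FDR = 0.0265 from edgeR) and in 1 fit of all 18 libraries (FDR = 0.0478), and in pP by the likelihood ratio test (FDR = 0.0116) and DESeq2 (FDR = 0.00734). The paper preliminarily takes these 4 genes as major candidates for ROPAP and RIPAP, to be tested further by RT-qPCR. It does so from their map position in P3, their expression in the POP vs. NPIP comparisons and their annotated function.

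**Figure D2:**
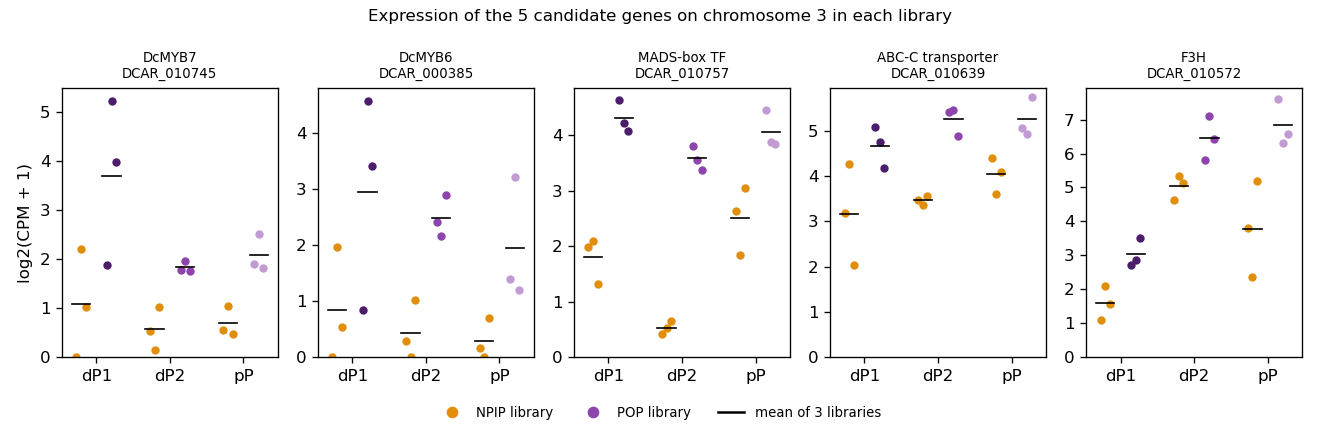
Expression of DcMYB7, DcMYB6, the MADS-box gene, the ABC-C transporter gene and F3H DCAR_010572 in each of the 18 libraries, as log2(CPM + 1), with a bar at the mean of 3 roots. In dP1, DcMYB7 spans a wide range among the POP libraries (17.9 ± 17.0 CPM), whereas the MADS-box gene has 19.1 ± 4.17 CPM in the POP and 2.56 ± 0.941 CPM in the NPIP.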

In the *P*_1_ region associated with *ROPAP*, no candidate genes were found. 

Outside the *ROPAP* and *RIPAP* regions, additional candidate genes influencing anthocyanin pigmentation in the outer root phloem and inner phloem tissues were identified. These were genes located elsewhere in the carrot genome that fulfilled criteria one and three of candidate genes (i.e., consistent differential expression in POP vs. NPIP comparisons, and annotated function related to anthocyanins), and included four transcription factors (two MYBs, a bHLH (*DcbHLH3*), and an ERF gene); 13 anthocyanin structural biosynthetic genes (three PAL, two UDPGT, two 4CL, and one each of LDOX, F3H, F3′H, CHI, and CHS); three recently described structural genes involved in the glycosylation (*DcUGalT1* and *DcUCGXT1*) and acylation (*DcSCPL1*) of carrot anthocyanins; and two genes related to anthocyanin transport belonging to the GST (*DcGST1*) and MATE transporter families. 

The identified candidate genes listed above were selected for further analysis by RT-qPCR. In addition, two other genes previously reported to influence anthocyanin pigmentation in carrots or other species were also considered for RT-qPCR evaluations, regardless of their expression patterns in the transcriptome analysis. One of these genes is DCAR_008894, an MYB TF called *DcMYB12* by Bannoud et al. [12] and *DcMYB113* by Xu et al. [13] that was recently demonstrated to be the gene conditioning *P*_1_ in the purple carrot cultivar ‘Purple Haze’ [14]. This gene was not differentially expressed in the POP vs. NPIP transcriptome comparisons in the 3242-F_3_ background. 

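The supplementary tables give DcMYB113 as DCAR_008994, a different ID from that of the text, and both genes are in the files. DCAR_008994 passed the filter on low counts in dP2 alone, at 5.04 ± 2.66 CPM in the POP and 2.51 ± 1.84 CPM in the NPIP, a log2FC of 1.00 (SE 0.63) that did not pass (FDR = 0.350 from edgeR), with the POP higher in 2 of 3 roots. In dP1, it had 1, 4 and 3.4 expected counts in the POP libraries and 0 in each NPIP library. In pP, the POP libraries had 0, 0 and 5 and the NPIP libraries 0, 1 and 0. Without the filter, it passed in neither set (FDR = 0.101 in dP1 and 0.595 in pP from edgeR). DCAR_008894 had log2FC of −0.45 in dP1 (SE 0.28, FDR = 0.300 from edgeR), −0.26 in dP2 (SE 0.28, FDR = 0.606) and −0.61 in pP (SE 0.20, FDR = 0.138), none of which passed.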

The second gene is sucrose invertase (DCAR_009482), located near the boundary of the *P*_1_ region, which was previously found to be upregulated in purple carrot roots relative to non-purple roots [12]. In the present study, this gene was upregulated in the POP of dP2 but not in dP1 and pP samples sets. 

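The invertase gene DCAR_009482 was at 16.8 ± 2.78 CPM in the POP and 0.709 ± 0.378 CPM in the NPIP of dP2, a log2FC of 4.54 (SE 0.41, FDR = 0.00462 from edgeR). Invertases cleave sucrose into hexoses. In dP1, it was at 5.04 ± 2.95 CPM in the POP and 7.11 ± 1.04 CPM in the NPIP, a log2FC of −0.49 (SE 0.46, FDR = 0.486 from edgeR). In pP, it was at 5.16 ± 1.19 and 3.71 ± 0.616 CPM, a log2FC of 0.47 (SE 0.31, FDR = 0.451 from edgeR). The POP was higher in 3 of 3 roots of dP2, 1 of 3 of dP1 and 2 of 3 of pP, or 3 of 3 with NPIP numbers 1 and 3 of pP exchanged. Tested over the 18 libraries, the log2FC of dP1 was lower than that of dP2 by a difference of −5.05 (SE 0.60, FDR = 0.00156 from edgeR), and that of dP2 exceeded that of pP by 4.08 (SE 0.60, FDR = 0.00788).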

Sucrose invertases, which cleave sucrose into fructose and glucose, have been shown to influence anthocyanin biosynthesis in other plant species [47].

### 3.4. Expression Analysis by RT-qPCR of Selected Candidate Genes in 3242 and B7262 Genetic Backgrounds

Gene expression analysis by RT-qPCR of 19 preliminarily-selected candidate genes in POP vs. NPIP tissues of roots of 3242-F_3_ (cultivated in a different environment (Mendoza, Argentina) from the samples used in the RNA-Seq analysis) and the inbred line B7262, revealed 14 DEGs consistently upregulated in the POP in both genetic backgrounds (Figure 2). These DEGs include six transcriptional activators belonging to the MYB (3 DEGs), bHLH (1 DEG), MADS-box (1 DEG), and ERF (1 DEG) TF families; six anthocyanin biosynthetic structural genes (F3H, CHS, CHI, two glycosyltransferases (*DcUCGalT1* and *DcUCGXT1*), and one acyltransferase (*DcSCPL1*)); and two genes involved in the intracellular transport and vacuolar uptake of anthocyanins (*DcGST1* and a MATE transporter). Additionally, three genetic background-specific DEGs upregulated in the POP were identified; *DcMYB7* in 3242; and an F3H (DCAR_010572), and a sucrose invertase (DCAR_009482) in B7262. Of the remaining two genes, *DcMYB6* was not differentially expressed in both genetic backgrounds, and the ABC-C transporter gene (DCAR_010639) was unexpectedly overexpressed in the non-purple inner phloem tissues of 3242, while it was not differentially expressed in B7262; therefore, based on these results, these genes were excluded as potential candidates conditioning the differential POP/NPIP pigmentation. 

Major candidate genes conditioning anthocyanin pigmentation in the outer root phloem and inner phloem are expected to be located in the *ROPAP* and *RIPAP* regions of Chr 3, respectively. *DcMYB113,* positionally associated with *ROPAP* in the *P*_1_ region, was consistently upregulated in the POP in both genetic backgrounds (Figure 2). Among the four genes in the *P*_3_ region associated with R*OPAP* and *RIPAP*, *DcMYB7* was upregulated in the POP in 3242 but not in B7262. In the latter, no transcripts were detected for this gene in either POP or NPIP tissues. The MADS-box TF was consistently upregulated in the POP in both genetic backgrounds. The other two genes, *DcMYB6* and the ABC-C Transporter, were not differentially expressed, or their differential expression was not associated with anthocyanin pigmentation, as described above. The F3H gene located within the *RIPAP* confidence interval but outside the *P*_3_ region was upregulated in the POP in B7262 but not in 3242. Altogether, these results exclude *DcMYB6* and the ABC-C transporter as potential candidates, leaving three transcription factors (DcMYB113, DcMYB7, and MADS-box) and one structural gene (F3H) as major candidates for ROPAP and RIPAP.

### 3.5. RT-qPCR Analysis of Major Candidate Genes for ROPAP and RIPAP in Fully-Pigmented Carrot Roots 

In order to further confirm the candidacy of the three transcription factors associated with *RIPAP* and *ROPAP*, their gene expression profiles were analyzed in the root purple inner phloem (PIP) and purple outer phloem (POP) in two carrot lines with their phloem tissues fully pigmented; the inbred P9547, genetically related to 3242, and the Indian cultivar ‘Pusa asita’ (Figure 3). In P9547, *DcMYB7* and MADS-box were expressed at similar rates in the PIP and POP, with no significant differences found in transcript levels between both phloem tissues, whereas no transcripts of *DcMYB113* were detected in either POP or PIP (Figure 3A). In Pusa asita, a similar expression pattern (as observed in P9547) was found for *DcMYB7* and *DcMYB113*, whereas the MADS-box gene was upregulated in the POP (*p* < 0.001), despite the fact that both phloem tissues had the same color phenotype (Figure 3B). These data, together with results from previous analyses (described above), suggest that: (1) in P9547, *DcMYB7* and MADS-box condition both *ROPAP* and *RIPAP*; (2) in Pusa asita, *ROPAP* is controlled by *DcMYB7* and MADS-box, whereas only *DcMYB7* conditions *RIPAP*; (3) anthocyanin pigmentation in both of these genetic backgrounds is controlled by the *P*_3_ region, associated with *ROPAP* and *RIPAP*, but not *P*_1_. 

## 4. Discussion

This study investigated, for the first time, the genetics underlying carrot anthocyanin pigmentation at a tissue-specific level within the root phloem. Despite their similar names, the outer phloem (also called the cortex) and the inner phloem are anatomically and ontogenically different from the inner phloem, including remnants of the primary phloem and parenchymal tissue in the outer phloem expanding somewhat later in development [48]. The presence or absence of anthocyanins in the OP and IP are genetically conditioned traits, and the purple carrot germplasm exhibits broad genetic and phenotypic variation for these traits (Supplementary Figure S1). While pigmentation in the OP can occur independently from pigmentation in the IP, the presence of purple IP always occurs in the presence of purple OP. Our mapping results in the 3242-F_2_ population show overlapping map positions of *ROPAP* and *RIPAP* with the previously described *P*_1_ and *P*_3_ genomic regions harboring anthocyanin QTL and simply-inherited loci [8,9,11,12], and indicate that two regions on Chr 3-colocalized with *P*_1_ and *P*_3_- control pigmentation in the outer phloem, whereas another broader region, that includes *P*_3_, conditions pigmentation in the inner phloem (Figure 1). Addressing the tissue specificity of *P*_1_ and *P*_3_ was facilitated by the unusual fact that *P*_1_ and *P*_3_, as well as pigmentation in the outer phloem and inner phloem, all segregated in the same mapping population.

Given the map position of *ROPAP* and *RIPAP*, we used a combination of transcriptome (RNA-seq), phylogenetic, and gene expression (RT-qPCR) analyses to identify major and secondary candidate genes influencing *ROPAP* and *RIPAP* in two carrot genetic backgrounds, namely the 3242-F_2_ mapping population and the inbred line B7262. Major candidate genes were located within the *ROPAP* and *RIPAP* confidence intervals and had predicted functions and consistent expression profiles associated with anthocyanin pigmentation across all the analyses performed, in at least one of the genetic backgrounds; whereas secondary candidates fulfilled similar criteria, but they were located outside the *ROPAP* and *RIPAP* regions (the criteria for candidate genes were described in materials and methods section). On the basis of these criteria, major candidates presume hierarchical genetic control over the expression of these traits, whereas secondary candidates may influence the traits to different extents, most likely interacting with the formers.

Overall, a total of 28 candidate genes associated with *ROPAP* and *RIPAP* were initially identified across all the analyses and plant materials used. These include eight transcription factors; 16 anthocyanin biosynthetic structural genes, including genes involved in anthocyanin glycosylation and acylation; three genes involved in the cellular transport and uptake of these pigments into the vacuole, and one gene related to sucrose metabolism. Supplementary Table S11 presents summarized data for the performance of these genes across the different analyses performed.

Only four of the 28 initially considered genes fulfilled all the criteria for major candidate genes controlling *ROPAP* and *RIPAP*. Thus, these genes (1) were consistently upregulated in the POP (relative to NPIP) in all of the transcriptome comparisons; (2) had genomic positions within the confidence interval of the mapped traits *ROPAP* and *RIPAP*; (3) had predicted functions related to anthocyanin biosynthesis (based on their sequence homology to previously functionally-characterized genes); and (4) validated their overexpression in the POP in additional root samples from 3242 and/or B7262 genetic backgrounds by means of RT-qPCR analysis. Based on these criteria, our results point to *DcMYB7*, *DcMYB113*, and a MADS-box (DCAR_010757) as the main candidate genes conditioning *ROPAP* in 3242, whereas *DcMYB7* and MADS-box condition *RIPAP* in this background. In B7262 roots, which exhibit purple pigmentation only in the outer phloem, D*cMYB113* conditions *ROPAP*.

These data are consistent with previous findings on carrot anthocyanin genetics in backgrounds related to the ones used in this study. In B7262, purple root pigmentation is controlled by *P*_1_, as revealed from inheritance [6] and linkage mapping [7,8] analyses. Very recently, *DcMYB113* was reported as the main candidate gene conditioning anthocyanin pigmentation in the cultivar ‘Purple Haze’, which is phenotypically similar to B7262, suggesting that *DcMYB113* controls *P*_1_ [14]. In the present study, *DcMYB113* was the only gene located within the *P*_1_ region and the confidence interval of *ROPAP* (Figure 1) that was upregulated in the POP of B7262, concomitantly with at least 10 structural genes involved in anthocyanin biosynthesis, chemical modification, and transport (Figure 2), suggesting that *DcMYB113* controls pigmentation in the outer phloem of B7262 by activating the transcription of anthocyanin structural genes, and further confirming its candidacy as the main regulator of *P*_1_. 

As described above, in the 3242 genetic background, both regions, *P*_1_ and *P*_3_, are conditioning anthocyanin pigmentation. At a tissue-specific level, pigmentation in the outer phloem (*ROPAP*) was associated with both of these regions (Figure 1), with three major candidate genes identified: *DcMYB113*, associated with *P*_1_, and *DcMYB7* and MADS-box (DCAR_010757), associated with *P*_3_. 

Pigmentation in the inner phloem (*RIPAP*) was associated with a broader genomic region that includes *P*_3_ (Figure 1), and the two previous genes are major candidates for this trait as well. The fact that both of these genes were consistently downregulated in the non-purple inner phloem when compared to the purple outer phloem of the same roots (Supplementary Table S11 and Figure 2), but no differential expression was found between the purple outer phloem and purple inner phloem of P9547 (Figure 3), which is genetically related to 3242, strengthens the candidacy of *DcMYB7* and MADS-box (DCAR_010757) for the genetic control of *RIPAP* in the 3242 background. However, in the other carrot line with fully-pigmented roots, namely Pusa asita, only *DcMYB7* exhibited the expected not-statistically different expression profile in POP vs. PIP comparisons, with the MADS-box gene being still upregulated in the outer phloem despite the fact that both phloem tissues had intense purple color (Figure 3), indicating that only *DcMYB7* controls pigmentation in the inner phloem in this genotype. Altogether, these results suggest that *DcMYB7* is a key gene conditioning *RIPAP*, whereas MADS-box (DCAR_010757) has a genotype-dependent activity and may regulate or co-regulate *RIPAP* in specific genetic backgrounds (e.g., 3242), but not in others.

The other candidate gene identified within the *RIPAP* confidence interval, F3H (DCAR_010572), was consistently upregulated in the POP in all the ‘POP vs. NPIP’ transcriptome comparisons, but its expression profile was only validated, by qPCR, in the B7262 background, but not in 3242 (Figure 2), suggesting a genotype dependent-activity for this gene. Expression analysis of this gene in the IP of other purple carrot backgrounds revealed inconsistent association with the inner-phloem purple phenotype (data not shown). Thus, although this F3H may be involved in pigmentation of the inner phloem in some genetic backgrounds, it is unlikely that this structural gene is a hierarchical gene conditioning *RIPAP*, but rather may be regulated by *DcMYB7* and/or MADS-box in specific backgrounds.

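Per-root differences in log2 CPM between POP and NPIP (prior count 1) of DcMYB7 (DCAR_010745), the MADS-box gene DCAR_010757 and DcMYB113 (DCAR_008994) were compared with the mean difference of 14 structural genes over the 9 roots. For DcMYB7, Pearson's r was 0.404 (exact permutation p = 0.277, adjusted over the 3 genes 0.655) and Spearman's rho was 0.433 (exact permutation p = 0.25, adjusted 0.375). For the MADS-box gene, r was 0.296 (exact permutation p = 0.436, adjusted 0.655) and rho 0.450 (exact permutation p = 0.230, adjusted 0.375). For DcMYB113, r was −0.0566 (exact permutation p = 0.877) and rho −0.0500 (exact permutation p = 0.912), and its counts outside dP2 were near 0. After each set was centred, r was 0.452 (exact permutation p = 0.472), 0.185 (p = 0.648) and −0.185 (p = 0.634). Without the 2 roots farthest from the median of the regulator, r was 0.739, 0.390 and 0.556. None of the 3 relations passed over 9 roots, which are few for such a test. These correlations ask whether the sizes of the POP over NPIP differences vary together among roots. The paper compares expression between the POP and the NPIP, by RT-qPCR among other data, which is a different measure. With a prior count of 5, r of DcMYB7 was 0.523, and 0.842 after centring (exact permutation p = 0.00463). The differences in pP rest on the replicate numbers, which the libraries of pP put in doubt. With NPIP numbers 1 and 3 of pP exchanged, r was 0.348, 0.363 and −0.0294 (exact permutation p = 0.354, 0.331 and 0.936), rho 0.433, 0.417 and 0.0833, and r after centring 0.368, 0.392 and −0.15 for DcMYB7, the MADS-box gene and DcMYB113. The tests were two-sided.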

With a few exceptions in which genotype-specific gene-expression profiles were detected (namely, F3H (DCAR_010572), a sucrose invertase (DCAR_009482), and an ABC transporter (DCAR_010639)), we generally found expression patterns of 17 structural genes that varied concomitantly with the expression of *DcMYB7*, *DcMYB113* and MADS-box (DCAR_010757) (Figure 2 and Supplementary Table S11), suggesting that these major candidate genes act as transcriptional activators upon the same structural genes to regulate *ROPAP* and *RIPAP* in their respective genetic backgrounds (3242 and B7262). These include anthocyanin biosynthetic genes, glycosyl- and acyltransferases that mediate pigment glycosylation and acylation for increased chemical stability, and genes involved in their cellular transport and accumulation into the vacuole. In addition to the structural genes, four transcription factors (*DcbHLH3*, MYB (DCAR_003717), MYB (DCAR_028312), and *DcERF1*) were concomitantly expressed with key candidate genes (*DcMYB7*, *DcMYB113*, and MADS-box) in both genetic backgrounds, suggesting that they are transcriptionally regulated by the latter. 

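In the RNA-seq comparisons, the MYB gene DCAR_003717 (chromosome 1, 41385308 to 41386955) rose in dP1 from 0.344 ± 0.412 to 35.0 ± 22.4 CPM, a log2FC of 6.57 (SE 0.96, FDR = 0.00512 from edgeR). In dP2, its log2FC was 4.17 (SE 0.93, FDR = 0.0367 from edgeR, 0.0528 with root as a block). The log2FC in pP was 2.25 (SE 0.59), which did not pass (FDR = 0.0744 from edgeR, 0.00437 with the exchanged block), at 10.1 ± 4.70 CPM in the POP and 2.13 ± 1.38 CPM in the NPIP. The MYB gene DCAR_028312 (chromosome 8, 9013410 to 9014567) had no read in the NPIP of dP1 or dP2. It was at least 63-fold higher in the POP of dP1 (FDR = 0.00494 from edgeR) and at least 327-fold higher in that of dP2 (FDR = 0.00541), where it reached 39.5 ± 14.0 CPM. With 2 NPIP reads in pP, its ratio was 331 (95% interval 91.2 to 2740, FDR = 0.00539 from edgeR). Both genes were higher in the POP of 9 of 9 roots. DCAR_003717 did not pass in dP2 without any 1 POP library or NPIP replicate 1 or 2 (FDR = 0.0663 to 0.0982 from edgeR).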

The possibility that they may act independently from the latter, regulating anthocyanin pigmentation in the outer and inner phloem tissues, is unlikely given that only *DcMYB7*, *DcMYB113*, and MADS-box had colocalized map positions with *ROPAP* and *RIPAP.* Additional support for the hierarchical role of *DcMYB7* and *DcMYB113* comes from previous studies demonstrating that both of these genes were able to activate the expression of *DcbHLH3*, as well as the glycosyltransferase *DcUCGXT1* and the acyltransferase *DcSAT1* [13,14]. Co-expression between *DcMYB7* and several of the structural genes considered as secondary candidates of *ROPAP* and *RIPAP* in the present work was also found in earlier studies [11,12,16,17].

The role of MADS-box (DCAR_010757), positionally associated with *ROPAP* and *RIPAP* in the *P*_3_ region is still inconclusive. Based on its position and expression profiles in the transcriptome and qPCR analyses, this gene appears as a major candidate. In addition, in a previous study, this gene colocalized with root anthocyanin QTL, and its expression was upregulated in purple roots relative to non-purple (orange) roots [12].

MADS-box transcription factors have also been proved to regulate anthocyanin biosynthesis in several species, including sweet potato [49], pear [50], bilberry [42], and *Arabidopsis thaliana* [51]. However, in the present study, this MADS-box was not phylogenetically related to MADS-box genes from other species known to be involved in anthocyanin biosynthesis (Supplementary Figure S9), and its expression in the POP and PIP in roots of Pusa asita was not associated with the color phenotype (Figure 3). Thus, further analysis is required [e.g., by testing its regulatory activity upon structural anthocyanin genes, in a similar way as done for *DcMYB7* and *DcMYB113* [13,14]] to conclusively elucidate the role of this gene in carrot anthocyanin pigmentation. 

## Figures and Tables

**Figure 1:**
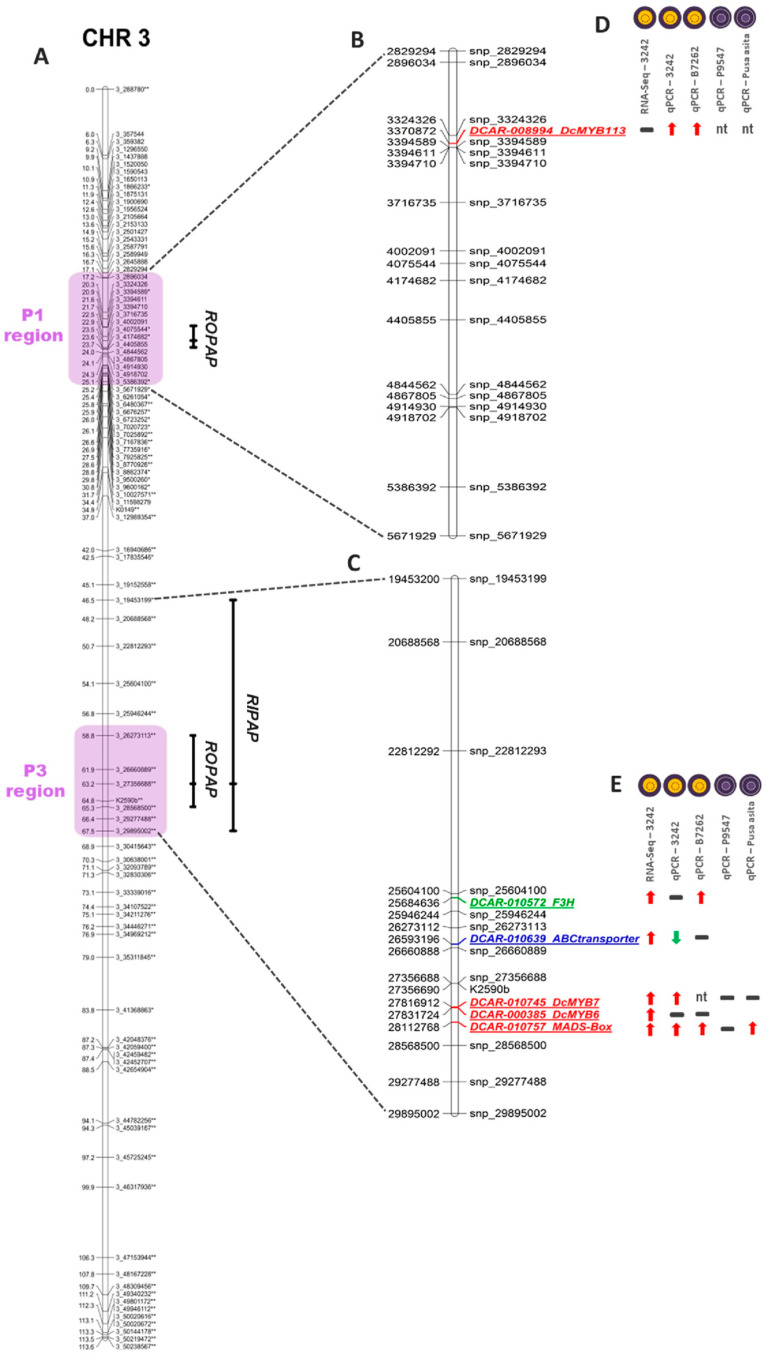
Genetic mapping of the phenotypic traits ‘root outer phloem anthocyanin pigmentation’ (*ROPAP*) and ‘root inner phloem anthocyanin pigmentation’ (*RIPAP*) in the 3242-F_2_ population (**A**). Bars indicate the 1.5 LOD support interval and the position of the maximum LOD value for each binary trait. The *P*_1_ and *P*_3_ regions in chromosome 3, as delimited by Bannoud et al. [12], are highlighted in purple. Asterisks indicate markers that were significantly distorted from the expected segregation ratio for codominant markers in an F_2_ population, at *p* < 0.05 (*) and *p* < 0.01 (**). Magnified images correspond to the physical map (in nucleotide distances) of the *P*_1_ (**B**) and *P*_3_ (**C**) regions associated with *ROPAP* and *RIPAP*, and include candidate regulatory (in red letters) and structural genes involved in anthocyanin biosynthesis (green) and transport (blue), along with their performance in different gene-expression experiments and genetic backgrounds (**D**,**E**). Red and green arrows indicate up and downregulation in the outer phloem relative to the inner phloem, respectively, whereas black dashes indicate not differentially expressed. nt: No transcripts detected. Root section phenotypes of the different genetic backgrounds analyzed are illustrated for each gene expression experiment.

**Figure 2:**
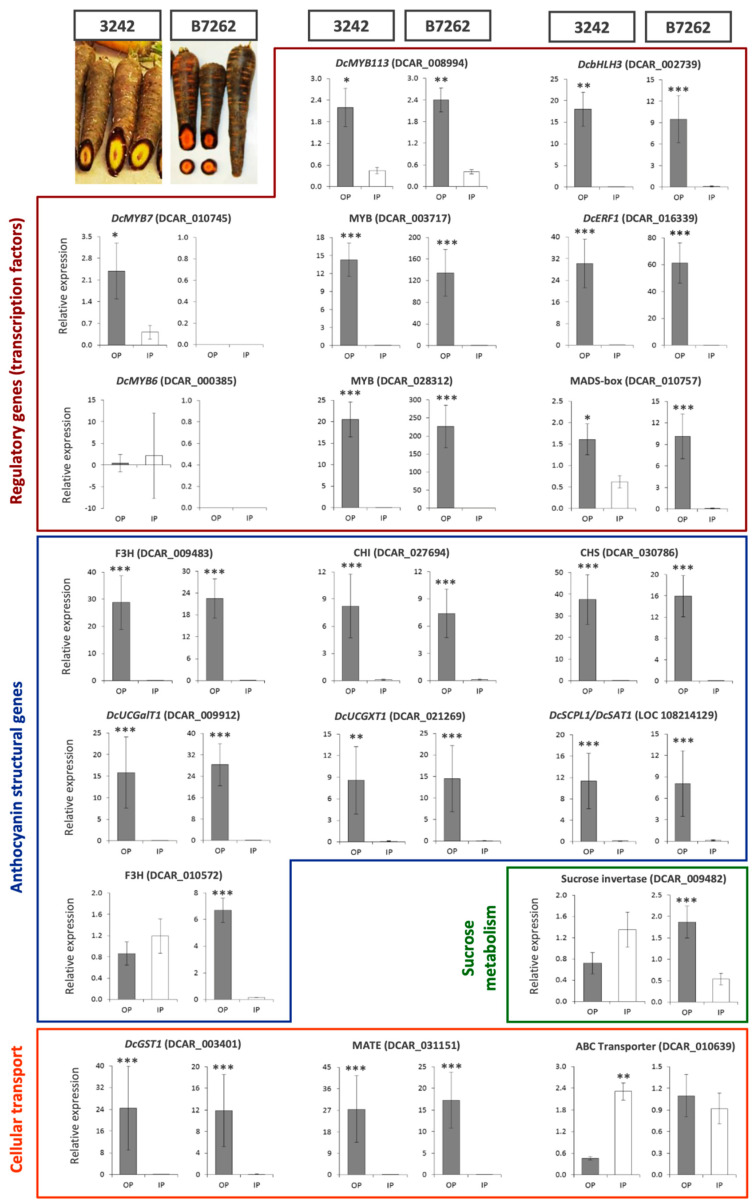
Comparative analysis of transcript levels by RT-qPCR for 19 selected genes in purple outer phloem (OP) (gray bars) vs. non-purple inner phloem (IP) (white bars) tissues from roots of 3242 and B7262 genetic backgrounds. For 3242, roots from a derivative F_3_ family of 3242-F_2_ (used for mapping and transcriptomic analyses) were used. Root phenotypes for both genetic backgrounds are shown in the upper-left images. The selected anthocyanin-related genes were consistently differentially expressed in all of the POP vs. NPIP transcriptome comparisons (16 genes), and/or they colocalized with *ROPAP* and *RIPAP* in the linkage map, and/or they were previously reported to be involved in the biosynthesis, modification or transport of anthocyanins. Bars indicate mean values for the fold change in gene expression relative to the expression of the internal control gene (actin), as calculated from the ratio ∆Cq-target gene/∆Cq-actin [34] and their standard errors. Asterisks indicate significantly higher gene expression at *p* < 0.05 (*), *p* < 0.01 (**), and *p* < 0.001 (***).

**Figure 3:**
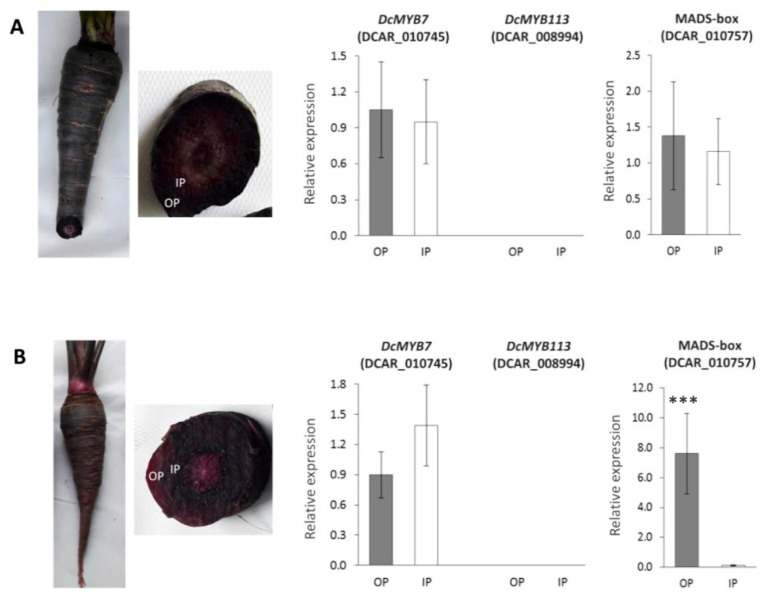
Gene expression analysis (RT-qPCR) of *DcMYB7*, *DcMYB113* and MADS-box (DCAR_010757) in the root purple outer phloem (OP) (gray bars) and purple inner phloem (IP) (white bars) of the carrot inbred line P9547 (**A**), which is genetically related to 3242, and the Indian cultivar Pusa asita (**B**). Root phenotypes with cross-sections indicating the OP and IP tissues, and their gene expression profiles are presented. Bars indicate mean values for the fold change in gene expression relative to the expression of the internal control gene (actin), as calculated from the ratio ∆Cq-target gene/∆Cq-actin [34], and their standard errors. Asterisks (***) indicate significantly higher gene expression at *p* < 0.001, whereas OP vs. IP comparisons without asterisks is not statistically different at *p* ≤ 0.05. The absence of bars for *DcMYB113* indicates that no transcripts were detected.

**Table 1:** Genetic mapping of binary phenotypic traits ‘root outer phloem anthocyanin pigmentation’ (*ROPAP*) and ‘root inner phloem anthocyanin pigmentation’ (*RIPAP*).

Rait	Chr.	Max LOD Position ^†^	Nearest Marker	Position of Nearest Marker (cM)	Max. LOD	1.5 LOD Interval (nt)	Difference LOD Interval (nt)	1.5 LOD Interval (cM)	Difference LOD Interval (cM)	% Variance Explained
*ROPAP*	3	3_4002091	3_4002091	22.9	17.4	3,394,611–4,075,544	680,933	21.6–23.5	1.9	23.6
*ROPAP*	3	Chr3.loc63	3_27356688	63.2	13.9	26,273,113–28,568,500	2,295,387	58.8–65.3	6.6	17.8
*RIPAP*	3	3_27356688	3_27356688	63.2	5.3	19,453,199–29,895,002	10,441,803	46.5–67.5	21.1	14.7

^†^ Refers to the map position of the maximum LOD value for each trait. 1.5 LOD intervals are expressed in physical (nt) and genetic distances (cM).

## Data Availability

Data available in a publicly accessible repository that does not issue DOIs. Publicly available datasets were analyzed in this study. These data can be found here: NCBI GEO number GSE181611.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/genes12101464/s1, Supplementary Figures S1–S9 and Supplementary Tables S1–S11. Supplementary Figure S1. A. Cross-section of a carrot root from the 3242-F2 mapping population, indicating the tissues that segregate for anthocyanin pigmentation in this background. B-G. Examples of the range of genetic variation in the carrot germplasm for anthocyanin pigmentation in different root tissues. Images B-G depict root phenotypes of different genetic stocks with increasing pigmentation (from A to G) in the epidermis, outer phloem (cortex), inner phloem, and xylem tissues. (Modified from [19]); Supplementary Figure S2. Phenotype of the carrot roots and their root sections of samples used for transcriptome analysis; Supplementary Figure S3. Venn diagrams depicting the number of differentially expressed genes (DEGs) identified in the *P*_1_ (panel A), *P*_3_ (panel B), and *RIPAP* (panel C) regions of Chr. 3 for all the pairwise transcriptome comparisons between purple outer phloem (POP) and non-purple inner phloem (NPIP) in dark purple (dP1, dP2), and pale purple (pP) carrot roots; Supplementary FigureS4. Phylogenetic relationships among 22 carrot MYB transcription factors (indicated with red circles) and MYBs from other species known to be involved in the regulation of different flavonoid compounds; Supplementary Figure S5. Phylogenetic relationships among four carrot bHLH transcription factors (red circles) and bHLH genes from other species; Supplementary Figure S6. Phylogenetic relationships among six carrot ERF (indicated in red circles) and ERF genes from other species; Supplementary Figure S7. Phylogenetic relationships among two carrot NAC transcription factors (red circles) and NAC genes from other species with known biological functions; Supplementary Figure S8. Phylogenetic relationships among 12 carrot WRKY transcription factors (red circles) and WRKY genes from other species with known functions; Supplementary Figure S9. Phylogenetic relationships among MADS-box transcription factors from diverse plant species, including the carrot MADS-box gene DCAR_010757 colocalized with *ROPAP* and *RIPAP* in the *P*_3_ region (red dot). Supplementary Table S1. Characteristics of the plant materials and sequencing libraries used for transcriptome (RNA-seq) analysis, and number of reads obtained for each sample; Supplementary Table S2. Normalization factors for pair-wise transcriptome comparisons; Supplementary Table S3. Genes and primer sequences used for RT-qPCR analysis; Supplementary Table S4. Differentially expressed genes (DEGs) detected in pairwise transcriptome (RNA-Seq) comparisons of ‘purple outer phloem (POP)’ vs. ‘non-purple inner phloem (NPIP)’ in carrot roots varying in anthocyanin concentration and classified as dark purple (dP1, dP2), and pale purple (pP); Suplementary Table S5. Differentially expressed genes (DEGs) identified in the *P*_1_, *P*_3_, and *RIPAP* regions of Chr 3 for each pair-wise transcriptome comparisons performed between purple outer phloem (POP) and non purple inner phloem (NPIP) tissues from carrot roots varying in anthocyanin concentration and classified as dark purple (dP1, dP2), and pale purple (pP); Supplementary Table S6. Differentially expressed genes (DEGs) in the *P*_1_, *P*_3_, and *RIPAP* regions, consistently identidied in all the pairwise comparisons of purple outer phloem (POP) vs. non-purple inner phloem (NPIP); Supplementary Table S7. Transcription factors consistently upregulated (red) or downregulated (green) in the root purple outer phloem (POP) across all the pairwise transcriptome comparisons between POP and non-purple inner phloem (NPIP); Supplementary Table S8. Carrot DEGs belonging to the MYB, bHLH, Ethylene-responsive, NAC and WRKY transcription factor families consistenlty upregulated (in red) or downregulated (in green) in POP tissues across all the POP vs. NPIP transcriptome comparisons; Supplementary Table S9. MYB, bHLH, ERF, NAC and WRKY transcription factor gene sequences from different plant species used for phylogenetic analysis; Supplementary Table S10. Structural genes involved the flavonoid and anthocyanin biosynthetic pathways annotated in the carrot genome sequence; Supplementary Table S11. Summarized performance of 28 candidate genes for *ROPAP* and *RIPAP* across different gene expression and phylogenetic analyses performed in different carrot genetic backgrounds.

How the deposited data were processed for this re-analysis (not part of the article)

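RNA was measured in 18 carrot root libraries, from the purple outer phloem (POP) and the non-purple inner phloem (NPIP) of 9 roots. The sets dP1, dP2 and pP have 3 roots each, and each library comes from 1 tissue of 1 root. Set, tissue and replicate number were taken from the sample labels and Table S1. The authors sequenced single-end reads of 100 nt, trimmed them with Trimmomatic 0.32 and checked them with FastQC. They then estimated reads per gene with RSEM and Bowtie2 on the V1.0 annotation of the carrot genome. The authors deposited the RSEM expected counts without normalization, and these expected count values are the unit used here. RSEM divides a read that fits several genes among them, so the counts of near-identical genes are uncertain. Strand was not stated, so overlapping genes on opposite strands cannot be told apart. The gene lengths deposited by the authors beside the counts were multiples of 3 in 99.99% of genes and were used in 1 check alone.

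Totals per library ranged from 6918267 to 9133313 expected counts, which is 60.2% to 65.5% of the cleaned reads the paper gives. The median total was 8162468 in the POP and 8267645 in the NPIP of dP1, 8558835 and 8811159 in dP2, and 7754153 and 8506368 in pP. The pP POP libraries held both the lowest and the highest total. The common biological coefficient of variation was 0.344 in dP1, 0.365 in dP2 and 0.374 in pP. Tested on simulated data drawn from these libraries with 200 changed genes, the quasi-likelihood test found 50%, 44% and 38% of the genes changed by a log2FC of 2 in dP1, dP2 and pP, and 0%, 0% and 1% of those changed by 1. These shares apply to that number of changed genes and to libraries without a shared root effect.

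Expected counts were rounded and each set was analysed on its own 6 libraries. Genes with at least 1 CPM in at least 3 libraries were kept, TMM factors were computed, and POP was compared with NPIP by the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3. Adjusted values are Benjamini-Hochberg FDR, called under 0.05. These settings follow the paper's filter, normalization and threshold, where the authors used edgeR 3.20.9 in R 3.4.1. The paper's text names a generalized linear model without naming the test, and Table S5 has a column of likelihood ratios. The standard error of a log2FC is its size divided by the square root of F. Normalized CPM are given as mean and SD of 3 roots. The difference of the POP over NPIP effect between sets, POP of dP1 against POP of pP and NPIP of dP1 against NPIP of pP were tested in 1 fit of all 18 libraries with 6 groups and 20253 genes. Other tools were DESeq2 1.42.0, limma 3.58.1, Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. Correlations over 9 roots used all 362880 permutations, or the 216 within sets.

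The paper states that POP and NPIP were compared from the same root, so the replicate number pairs the libraries. The pairing was checked by the correlation of deviations from the group means. Libraries of the same number had r of 0.362, 0.469 and 0.386 in dP1 and 0.534, 0.305 and 0.381 in dP2. In pP, the same number gave −0.242, 0.613 and −0.09. POP replicate 1 with NPIP replicate 3 gave 0.605, and POP replicate 3 with NPIP replicate 1 gave 0.457. Counts of calls with and without root as a block had been printed before this check was made. The design without root had been fixed earlier.

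The genes named are those the paper names by ID in its text or Table S6 and, in each family of Table S8, the 2 to 4 with the largest smallest log2FC over the sets. To these come 2 rising and 2 falling genes without a description, and genes from the first 2 in each direction of the tests between sets, all with a mean log2 CPM of at least 3. Left undescribed were DCAR_008913, DCAR_021806 and DCAR_005236 (dP1 against dP2) and DCAR_005259 and DCAR_011817 (dP2 against pP). Their calls held in 12, 8, 5, 10 and 4 of 18 fits without 1 library. Among those described, the calls of DCAR_011659 and DCAR_026296 held in 18 and that of DCAR_015422 in 12. The values of Tables S5 to S8 had been seen when this rule was written. Genes named outside it are marked as chosen after their values were seen. Cell type markers were limited to genes that the paper's tables describe, which are the 3 APL homologs, the IRX-like gene and KNAT7.

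Alternatives chosen before the data were examined were RLE size factors, DESeq2, the likelihood ratio test, no low-count filter, filterByExpr and unrounded counts. They also included root as a block with either test, 1 fit of all 18 libraries, the 6 libraries of a comparison alone, other prior counts, and each library or root left out. Chosen after seeing values were the likelihood ratio test with tagwise dispersions and unrounded counts, the exchange of numbers 1 and 3 in pP, tests without DCAR_024247, and NPIP libraries left out of the comparison of dP2 with dP1. So was the filter of at least 1 CPM in at least 2 libraries where 1 library is left out. A first run had kept 3 libraries there and had left genes of 1 tissue untested.

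Tests of keyword lists (flavonoid, lignin, suberin, phloem, xylem, cambium and other lists), enrichment of the regions over the genome and the any-overlap bound of the regions were not run. The reference table of gene symbols matched 0 of the 32113 gene IDs, and descriptions or positions of all genes were not used here. Counts over regions use the listings of Table S5. RT-qPCR, mapping data and Tables S10 and S11 were not analysed here.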

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

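Of the tests below, those over other splits of the libraries were chosen after the results had been seen. The POP over NPIP difference was tested between sets in 1 fit of 18 libraries and 20253 genes (edgeR, FDR under 0.05), and genes whose difference was larger or smaller in 1 set than in another drew attention. Between dP1 and pP, it differed for 3 genes, each larger in dP1, with 907 genes at an unadjusted p under 0.05. With root as a block, edgeR called 0 of these and DESeq2 without the block called 33 genes. Without single libraries the 3 became 6 (dP1 POP replicate 2), 1 (POP replicate 3), 0 (NPIP replicate 1), 5 (NPIP replicate 2), 1 (NPIP replicate 3) and 2 (POP replicate 1 of dP1 or pP, and NPIP replicate 3 of pP). The 10 splits of the 6 roots are too few for a share under 0.05, and 2 of 10 gave as many, the highest of the others being 8.

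Between dP1 and dP2, the difference was called for 490 genes, 253 larger and 237 smaller in dP1, and the highest of the other 9 splits gave 0 (1 of 10 as large, too few for a share under 0.05). The count became 74, 904 and 122 without POP replicates 1, 2 and 3 of dP1, 92 and 133 without its NPIP replicates 1 and 3, 304, 104 and 116 without POP replicates 1, 2 and 3 of dP2, and 293 and 162 without its NPIP replicates 1 and 2. DESeq2 called 1426 and the likelihood ratio test 1169. Between dP2 and pP, 224 genes were called, 152 larger and 72 smaller in dP2, where the 10 splits are again too few and the highest other gave 0. That count became 85 and 50 without POP replicates 1 and 3 of pP, 79 and 92 without its NPIP replicates 1 and 3, 106, 80 and 84 without POP replicates 1, 2 and 3 of dP2, and 110 and 59 without its NPIP replicates 1 and 2, with 816 by DESeq2 and 706 by the likelihood ratio test.

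Among single genes, the difference between sets was called for the pathogen-related protein gene DCAR_010700 in all 3 pairs of sets. Its log2 difference was 5.57 between dP1 and pP (SE 0.65, FDR = 0.0078 from edgeR), 7.94 between dP1 and dP2 (SE 0.60, FDR = 2.26e-05) and −2.37 between dP2 and pP (SE 0.39, FDR = 0.0142). The differences of 5.57 and 7.94 rest on 1 read in the NPIP of dP1, and between dP1 and pP the call ended without NPIP replicate 1 of dP1 (FDR = 0.0533 from edgeR) and with root as a block (FDR = 0.0999). The MADS-box gene DCAR_010757 differed between dP2 and pP by 2.92. The invertase gene DCAR_009482 differed between dP1 and dP2 by −5.05 and between dP2 and pP by 4.08. DCAR_003788, which has no description in the paper's tables, differed between dP1 and dP2 by −4.81 (SE 0.93, FDR = 0.021 from edgeR), with 9 reads in the POP of dP1. This call ended without POP replicate 1 or 3 or NPIP replicate 1 of dP1 or POP replicate 3 of dP2 (FDR = 0.0501 to 0.0691 from edgeR).

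The paper does not compare the same tissue between dark and pale roots of the same family. POP of dP1 against POP of pP gave 270 genes, 137 higher and 133 lower in dP1 (edgeR, 2955 at an unadjusted p under 0.05). This count became 93 and 130 without POP replicates 1 and 3 of dP1, and 174, 123 and 81 without POP replicates 1, 2 and 3 of pP. NPIP of dP1 against NPIP of pP gave 925 genes, 421 higher and 504 lower in dP1 (edgeR, 4155 at an unadjusted p under 0.05), which became 233 and 360 without NPIP replicates 1 and 3 of dP1 and 485 and 440 without NPIP replicates 2 and 3 of pP. On the 6 libraries compared alone, edgeR called 32 genes in the POP and 197 in the NPIP. DESeq2 called 887 and 2070, and the likelihood ratio test 737 and 1691. For each, 10 splits are too few for a share under 0.05, and the highest other gave 18 for the POP and 1 for the NPIP.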

How the results depend on the processing

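Of the alternatives below, tagwise dispersions with unrounded counts, exchanged numbers in pP, tests without DCAR_024247 and the filter used without 1 library were chosen after seeing the results. RLE size factors, no filter on low counts, filterByExpr and unrounded counts kept every count within 1.5-fold, as did tests without DCAR_024247 for dP1, pP and all sets, where they were run. Over the named genes, the settings other than leaving libraries out kept direction and call in 2052 of 2285 values, with 15 no longer past the threshold, 218 newly past it and 0 reversed. Leaving out a library or root kept 1308 of 1871, with 527 no longer past it, 35 newly past it and 1 reversed (DCAR_008894 in dP2, log2FC −0.50 to 0.02 over the libraries and roots left out, 0.02 without dP2 replicate 3). The cause was not tested for any of these changes.

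With DESeq2 and edgeR's likelihood ratio test, in that order, DEGs numbered 3887 and 3461 in dP2 and 2347 and 2121 in pP. Genes called in all sets numbered 844 and 768. The difference of the POP over NPIP effect was called in 33 and 26 genes between dP1 and pP, 1426 and 1169 between dP1 and dP2, and 816 and 706 between dP2 and pP. POP of dP1 against POP of pP gave 887 and 737, and NPIP of dP1 against NPIP of pP gave 2070 and 1691. P1 gave 21 and 21 in pP and 5 and 5 in all sets. P3 gave 35 and 36 in dP2, 20 and 21 in pP and 10 and 11 in all sets. RIPAP gave 62 and 61 in dP2, 40 and 40 in pP and 20 and 20 in all sets. Structural genes in all sets were 13 and 14, and transcription factors in all sets 61 and 61. On simulated data with 200 changed genes, these tests made more false calls. In dP1, false calls were 3 of 53 for the quasi-likelihood test, 40 of 137 for the likelihood ratio test and 50 of 157 for DESeq2. In dP2 they were 6 of 50, 70 of 173 and 77 of 181, and in pP 1 of 40, 48 of 142 and 55 of 152. The quasi-likelihood test with root as a block made 8 false calls of 42 in dP1 and 0 calls in dP2 and pP. The 200 changed genes are fewer than the 1098 to 3293 DEGs of a real set, and the simulated libraries shared no root effect. The shares of false calls can therefore differ in the real data. Without a root effect, the simulation cannot judge the fit with root as a block.

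With root as a replicate block and the quasi-likelihood test, dP2 had 3400 DEGs, 1 gene of P1 passed in all sets, RIPAP had 11 in pP, and the difference of effect between dP1 and pP was called in 0 genes (edgeR, 907 at an unadjusted p under 0.05 without the block, 33 by DESeq2). The block changed no other call than those given beside the genes and below. With the block and the likelihood ratio test, DEGs numbered 5585 in dP1, 5417 in dP2, 2352 in pP and 1126 in all sets. P1 gave 32 in dP2, 21 in pP and 6 in all sets, P3 gave 45, 21 and 14, and RIPAP gave 77, 39 and 25. Structural genes in all sets were 14, and transcription factors 70 in dP2, 69 in pP and 68 in all sets. With NPIP numbers 1 and 3 of pP exchanged in the block, pP had 3137 DEGs and 891 genes passed in all sets, with 23 of P1, 24 of P3 and 49 of RIPAP in pP, and 6, 12 and 23 in all sets. Structural genes in all sets were then 10, and transcription factors 70 in pP and 50 in all sets. In 1 fit of all 18 libraries with the block, 3075 genes passed with the same sign in every root.

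In 1 fit of all 18 libraries without the block, pP had 2040 DEGs and 871 genes passed in all sets. P1 gave 17 in pP and 5 in all sets, P3 gave 24 and 14, RIPAP 41 and 23, and structural genes in all sets were 13. On the 6 libraries compared alone, POP of dP1 against pP gave 32 and NPIP 197. Tagwise dispersions with the likelihood ratio test and unrounded counts gave 2007 DEGs in pP and 817 in all sets. P1 gave 19 in pP, P3 gave 37 in dP2, 20 in pP and 11 in all sets, and RIPAP 62, 38 and 19. Structural genes in all sets were 14, and transcription factors 71 in dP2, 71 in pP and 71 in all sets. Across roots, r of DcMYB113 with the structural genes changed sign to 0.0419 with a prior count of 0.25 and 0.556 without the 2 roots farthest from the median.

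Leaving out each library or root gave, from lowest to highest, 233 to 4588 DEGs in dP1, 0 to 3062 in dP2, 0 to 998 in pP and 0 to 486 in all sets. The differences of effect ranged from 0 to 6, 74 to 904 and 50 to 255, POP of dP1 against pP from 81 to 302 and NPIP from 233 to 919. In dP1, dP2, pP and all sets, P1 ranged from 0 to 33, 0 to 22, 0 to 7 and 0 to 2, P3 from 7 to 35, 0 to 30, 0 to 8 and 0 to 4, and RIPAP from 11 to 60, 0 to 51, 0 to 14 and 0 to 8. Structural genes ranged from 5 to 13, 0 to 14, 0 to 12 and 0 to 9, and transcription factors from 6 to 70, 0 to 60, 0 to 40 and 0 to 38. With a root left out, 4 libraries remain. The filter asked for 1 CPM in at least 2 libraries here. With the filter at 3 libraries, dP2 without POP replicate 2 had 90 DEGs, against 522 at 2.

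Enrichment of keyword lists, tests of the regions against the genome and a bound from any overlap were not run. DcMYB113 (DCAR_008994) had 0 to 5 reads per library in dP1 and pP and did not pass the filter there. In dP2, whose library totals lie within the range of the other sets, it had 9.6 to 67.9 expected counts. An effect of depth on this gene was not tested.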

Differences from the paper's values

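A setting chosen after seeing the values reaches the paper's counts, edgeR's likelihood ratio test with common, trended and tagwise dispersions on unrounded counts without root as a block, and it drops 0 of the paper's 102, 85 and 57 listings of Table S5 in dP1, dP2 and pP. It gave 2007 DEGs in pP, 817 genes in all sets, 71 transcription factors, and 14 structural genes with DcUCGXT1. All counts below use the paper's FDR under 0.05. They use its filter within each set, except for no filter, filterByExpr, 1 fit of all 18 libraries, and fits without a library or root, which asked for 1 CPM in at least 2 libraries. The alternatives named were chosen before the data were examined, apart from this filter in the fits without 1 library, which was chosen after seeing values. Of the listings of Table S5, the quasi-likelihood test called 84 of 102 in dP1, 57 of 85 in dP2 and 25 of 57 in pP. The likelihood ratio test called 97, 81 and 54, DESeq2 called 96, 80 and 51, and root as a block with the likelihood ratio test called 102, 85 and 52.

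In pP, the paper's count of DEGs was 2007, with 1397 up and 610 down in the paper, and here it was 1098, with 861 up and 237 down. Within 1.5-fold of the paper were DESeq2 (2347, 1523 and 824), the likelihood ratio test (2121, 1461 and 660), root as a block with the likelihood ratio test (2352, 1588 and 764) and 1 fit of all 18 libraries (2040, 1336 and 704). RLE size factors, no filter, filterByExpr, unrounded counts, root as a block with the quasi-likelihood test and each library or root left out were not, here and in every comparison below unless they are named there. Genes called in all sets were 817 in the paper, 659 up and 158 down in the paper, and 342 here, 290 up and 52 down. DESeq2 (844, 656 and 188), the likelihood ratio test (768, 606 and 162) and 1 fit of all 18 libraries (871, 700 and 171) were within 1.5-fold. Root as a block with the likelihood ratio test was so for the total and those up (1126 and 885) and not for those down.

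For P1 in pP, the paper's count was 19 and the count here was 8. DESeq2 (21), the likelihood ratio test (21), root as a block with the likelihood ratio test (21) and 1 fit of all 18 libraries (17) were within 1.5-fold. For P3 in dP2, the paper has 38 and 23 were found here. DESeq2 (35), the likelihood ratio test (36), root as a block with either test (32 and 45) and the fit without NPIP replicate 3 of dP2 (30) were within 1.5-fold, and 1 fit of all 18 libraries was not. For P3 in pP, the paper has 20 and 8 were found here, with 20, 21, 21 and 24 under DESeq2, the likelihood ratio test, root as a block with the likelihood ratio test and 1 fit of all 18 libraries. For RIPAP in dP2, the paper has 62 and 38 were found here. These 4 settings gave 62, 61, 77 and 47, root as a block with the quasi-likelihood test 54 and the fit without NPIP replicate 3 of dP2 51, all within 1.5-fold. For RIPAP in pP, the paper has 38 and 18 were found here, against 40, 40, 39 and 41 under the 4 settings. In all sets, P3 had 11 genes in the paper and 4 here (10, 11, 14 and 14 under the 4 settings), and RIPAP had 19 in the paper and 9 here (20, 20, 25 and 23).

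Of the transcription factors, the paper has 71 in all sets, 56 up and 15 down in the paper, and 32 passed here, 27 up and 5 down. DESeq2 (61, 46 and 15), the likelihood ratio test (61, 47 and 14) and root as a block with the likelihood ratio test (68, 54 and 14) were within 1.5-fold. The fit of all 18 libraries was so for those down (13) and not for the total or those up. The paper's MYB genes were 18 and those passing here 7, with 17, 16 and 17 under the same 3 settings. The paper's bHLH genes were 7 and 3 passed here, with 6, 5 and 6. For neither family was 1 fit of all 18 libraries within 1.5-fold. The paper's ERF genes were 6 and 2 passed here, with 5, 6 and 5, and with 5 in 1 fit of all 18 libraries and 4 without NPIP replicate 3 of dP2. The paper's structural genes were 13 and 6 passed here. DESeq2 (12), the likelihood ratio test (13), root as a block with the likelihood ratio test (13), 1 fit of all 18 libraries (12), and the fits without NPIP replicate 3 of dP2 (9) or without root 3 of dP2 (9) were within 1.5-fold.

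The paper describes the 22 genes of Table S6 as up or down in every comparison. All 22 had the paper's direction in each set here, and 9 passed in all sets by the quasi-likelihood test of edgeR. DcMYB7, DcMYB6 and the SEPALLATA 3 gene DCAR_010471 passed in no set. The ABC-C gene DCAR_010639, the xyloglucan gene DCAR_010780 and DCAR_010529 passed in 1 set, and DCAR_009201, DCAR_010690, DCAR_010757, DCAR_010869, DCAR_010446, DCAR_010572 and DCAR_010573 in 2. DcMYB7 passed in all sets by the likelihood ratio test (FDR = 0.0316, 0.00301 and 0.00182 from edgeR), and DcMYB6 did so in dP2 and pP (FDR = 0.0767, 0.000764 and 0.0132). The setting chosen after seeing the values called all 22. The paper likewise describes DcGST1, DcUCGXT1, DCAR_001079, DCAR_003717, DcERF1 and DCAR_007860 as up in every comparison, and here they passed in 2, 2, 1, 2, 2 and 2 sets.

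The log2FC of Table S5 differed from those here by at most 0.06 over 244 values, and none by more than its standard error. The text gives more genes of P3 in dP2 than Table S5, which holds 37 with 1 listing repeated. The TMM factors of Table S2 differed from those computed here by at most 0.0029 in dP2 and pP. In dP1 they differed by up to 0.0459 as labelled, and by at most 0.0004 when the paper's values for POP and NPIP were exchanged. The text gives 7 bHLH genes in 1 place, as Table S8 does, and 4 in another.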

Other observations

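Of the tests below, those without DCAR_024247, of the later pathway genes, of single NPIP libraries, of genes without a read on the same number, of raw counts, of the exchanged numbers in pP and of other splits were chosen after the results had been seen. Between the POP of dP1 and the POP of pP, the 14 structural genes had a median log2 ratio of 1.83, or 3.57-fold (median SE 0.97), with 10 of the 14 higher in dP1. None passed, and the lowest FDR was 0.13 from edgeR. The 8 later genes from CHS to DcUCGXT1 had log2 ratios of 1.72 to 3.14. Those of the PAL and 4CL genes and the glycosyltransferase gene DCAR_019074 lay between −1.0 and 0.62. Spread among roots was wide, with CHS at 1755 ± 2359 CPM in the POP of dP1 and 257 ± 210 CPM in that of pP. In the NPIP, the median of the 14 was 1.19, or 2.29-fold (median SE 1.15), with 11 of 14 higher in dP1 and a lowest FDR of 0.269 from edgeR. Among the called genes with a mean log2 CPM of at least 3, the largest differences between the POP of dP1 and of pP were in genes without a description in the paper's tables. DCAR_009566 had no read in the POP of pP and was at least 454-fold higher in that of dP1 (FDR = 6.72e-07 from edgeR), at 57.8 ± 15.3 CPM. DCAR_029134 had 1 read there, with a ratio of 747 (95% interval 134 to 29600, FDR = 0.00103 from edgeR). In the other direction, DCAR_009722 had 2 reads in the POP of dP1 and a ratio of 3590 in favour of pP (95% interval 993 to 29600, FDR = 3.68e-05 from edgeR). DCAR_008982 had no read in the POP of dP1 and was at least 233-fold higher in pP (FDR = 0.00974 from edgeR). These 4 differences were not particular to the POP. In the NPIP of dP1 and pP, DCAR_009566 had 2102 and 2 reads and DCAR_029134 had 1779 and 2. DCAR_009722 had 5 and 13470 reads there, and DCAR_008982 had 0 and 85. In the POP of dP2, also dark, the 4 genes had 510, 0, 38 and 318 reads, in the same order.

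Of the 3 genes whose POP over NPIP difference was larger in dP1 than in pP, DCAR_024791 had 409 ± 185 CPM in the POP and 4.75 ± 0.812 CPM in the NPIP of dP1. In pP it had 423 ± 159 and 80.1 ± 22.2 CPM, a log2 difference of 4.02 (SE 0.55, FDR = 0.0169 from edgeR, 0.193 with root as a block). It did not pass without POP replicate 1 or 3 or NPIP replicate 1 or 3 of dP1, or POP replicate 1 or NPIP replicate 3 of pP (FDR = 0.0579 to 0.118 from edgeR). DCAR_009815, chosen after its values were seen, had a difference of 2.14 (SE 0.28, FDR = 0.0122 from edgeR, 0.109 with root as a block), and did not pass without POP replicate 3 or NPIP replicate 1 or 3 of dP1 (FDR = 0.0533 to 0.0746 from edgeR). Between dP2 and the other sets, the sign of the tissue difference turned for DCAR_015422, from 6.13 ± 3.78 CPM in the POP and 42.7 ± 29.6 CPM in the NPIP of dP1 to 63.7 ± 36.2 and 4.53 ± 5.42 CPM in dP2. Its log2 difference between dP1 and dP2 was −6.61 (SE 1.39, FDR = 0.0291 from edgeR) and did not pass without POP replicate 1 or 3 or NPIP replicate 1 of dP1, or POP replicate 2 or 3 or NPIP replicate 1 of dP2 (FDR = 0.0511 to 0.0762 from edgeR). DCAR_011659 differed between dP2 and pP by −9.83 (SE 1.21, FDR = 0.00321 from edgeR), at 14.1 ± 4.69 and 34.0 ± 27.2 CPM in the POP and NPIP of dP2 and 105 ± 61.8 and 0.256 ± 0.225 CPM in pP. DCAR_026296 differed by 8.17 (SE 1.31, FDR = 0.0138 from edgeR), at 216 ± 121 and 1.85 ± 1.58 CPM in dP2 and 13.4 ± 9.57 and 32.8 ± 28.3 CPM in pP.

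In pP, POP replicate 1 deviated with NPIP replicate 3, and POP replicate 3 with NPIP replicate 1. Of 20 genes without a read in exactly 1 POP and 1 NPIP library and with at least 20 reads in each of the other 4, 65.0% fell on these 2 pairs and 0 on the same number 1 or 3, while 13 of 13 such genes in dP1 and 21 of 22 in dP2 fell on the same number. The tables argue against a trend with coding length and expression level, since r of POP replicate 1 with NPIP replicate 3 was 0.604 without it. They also argue against pairs by the numbers as given, since 35.0% of the 20 genes fell on the same number (exact 95% interval 15.4% to 59.2%). All of these lay on POP replicate 2 with NPIP replicate 2, a pair that an exchange of numbers 1 and 3 leaves as it is. An exchange of numbers 1 and 3 in 1 tissue of pP may account for this and stays open as a hypothesis, and which tissue would carry it was not tested.

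The pale roots of pP had fewer DEGs than dP1, 1098 against 3293 (edgeR). With root as a block the counts were 837 and 4345, and 3137 in pP after the exchange of NPIP numbers 1 and 3, so the size of the difference depends on the pairing. The tables argue against depth, since the dP1 libraries thinned to the totals of pP had 3275 DEGs, and against the most abundant POP gene, DCAR_024247, which took up to 6.81% of a library, since pP had 1104 DEGs without it. Smaller POP over NPIP differences in pP may contribute, since over the 1526 DEGs of dP2 tested the mean log2 difference was at most 1.57 in a pP root and at least 1.69 in a dP1 root. The paler colour of these roots stays open as a biological explanation and was not tested.

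PAL and 4CL genes were expressed in the NPIP of dP2, with 5 of 5 higher than in the NPIP of dP1 (median log2 ratio 5.09, FDR under 0.05 from edgeR), and without NPIP replicate 3 of dP2 the median was 3.16 (median SE 0.52) and 4 of 5 passed. With all libraries, the NPIP of dP2 differed from that of dP1 in 8362 of the 20253 genes tested (FDR under 0.05 from edgeR). A call alone therefore does not set the PAL and 4CL genes apart. In NPIP replicate 3 of dP2, the PAL and 4CL genes had a median of 39.4% of the POP mean, against 2.62% and 5.86% in replicates 1 and 2 and 1.97% to 2.84% in those of dP1. For replicate 3, the tables argue against purple cells as the source of the whole rise. There, 8 later genes from CHS to DcUCGXT1 had a median of 1.44% of the POP mean (0.222% to 13.4%). For replicates 1 and 2, purple cells stay open. The median log2 ratio of these 8 genes, NPIP of dP2 over that of dP1, was −2.0 (−0.72 without NPIP replicate 2 of dP1, range −3.61 to 1.42). The glycosyltransferase gene DCAR_019074 was higher (3.56, SE 1.07, FDR = 0.0161 from edgeR), and the median with it was −1.55. These ratios cannot decide on purple cells, since the POP itself differed between the sets. In the POP, CHS was at 347 CPM in dP2 and 1755 CPM in dP1, and PAL DCAR_020833 at 1876 and 75.2 CPM. Scaling is argued against by raw counts, without library totals or factors, with a median of 0.114 over 16301 genes against 5.2 for the PAL and 4CL genes. The family, the field site and the purple xylem of dP2, shared by its 3 roots, stay open and untested, as does what sets replicate 3 apart.

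The real split into POP and NPIP gave 3293 DEGs in dP1, 2225 in dP2 and 1098 in pP, and the highest of the other 9 splits gave 0 in each set (edgeR). With 10 splits of 3 against 3 libraries, 1 of 10 is the smallest share, so they are too few for a share under 0.05. For genes called in all sets with 1 sign, 1 of 100 draws gave as many as the real 342. The highest other, 4, was the real split with 1 set reversed, and the rest gave 0. Since each other split of a set gave 0, any draw that holds such a split must give 0. The draws therefore restate the splits of single sets, and no conclusion on chance is drawn from them.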
